# *Salmonella *induces prominent gene expression in the rat colon

**DOI:** 10.1186/1471-2180-7-84

**Published:** 2007-09-12

**Authors:** Wendy Rodenburg, Jaap Keijer, Evelien Kramer, Susanne Roosing, Carolien Vink, Martijn B Katan, Roelof van der Meer, Ingeborg MJ Bovee-Oudenhoven

## Abstract

**Background:**

*Salmonella enteritidis *is suggested to translocate in the small intestine. *In vivo *it induces gene expression changes in the ileal mucosa and Peyer's patches. Stimulation of *Salmonella *translocation by dietary prebiotics fermented in colon suggests involvement of the colon as well. However, effects of *Salmonella *on colonic gene expression *in vivo *are largely unknown. We aimed to characterize time dependent *Salmonella*-induced changes of colonic mucosal gene expression in rats using whole genome microarrays. For this, rats were orally infected with *Salmonella enteritidis *to mimic a foodborne infection and colonic gene expression was determined at days 1, 3 and 6 post-infection (n = 8 rats per time-point). As fructo-oligosaccharides (FOS) affect colonic physiology, we analyzed colonic mucosal gene expression of FOS-fed versus cellulose-fed rats infected with *Salmonella *in a separate experiment. Colonic mucosal samples were isolated at day 2 post-infection.

**Results:**

*Salmonella *affected transport (e.g. Chloride channel calcium activated 6, H^+^/K^+ ^transporting Atp-ase), antimicrobial defense (e.g. Lipopolysaccharide binding protein, Defensin 5 and phospholipase A2), inflammation (e.g. calprotectin), oxidative stress related genes (e.g. Dual oxidase 2 and Glutathione peroxidase 2) and Proteolysis (e.g. Ubiquitin D and Proteosome subunit beta type 9). Furthermore, *Salmonella *translocation increased serum IFNγ and many interferon-related genes in colonic mucosa. The gene most strongly induced by *Salmonella *infection was Pancreatitis Associated Protein (*Pap*), showing >100-fold induction at day 6 after oral infection. Results were confirmed by Q-PCR in individual rats. Stimulation of *Salmonella *translocation by dietary FOS was accompanied by enhancement of the *Salmonella*-induced mucosal processes, not by induction of other processes.

**Conclusion:**

We conclude that the colon is a target tissue for *Salmonella*, considering the abundant changes in mucosal gene expression.

## Background

Foodborne infections cause a major burden on public health services and represent significant costs in many countries. *Salmonella *infection is one of the most common and widely distributed foodborne diseases and can be severe in the young, the elderly and patients with weakened immunity. *Salmonella enteritidis *is the most frequently isolated serotype, causing gastroenteritis in most humans and systemic infection in a subpopulation [1,2]. The precise mechanisms of *Salmonella-*host interaction *in vivo *at early time points after infection are not well known. Insight in pathogen-induced host processes *in vivo *could help to design therapeutic or nutritional strategies for infection prevention. An approach to investigate the effects of a pathogen on host target cells is the use of microarrays that contain the whole genome of the host. This broad approach can reveal biological processes affected by the pathogen. The rat is a good model to study *Salmonella enteritidis*-induced host processes, since salmonellosis in the rat shares many features of human disease [3]. Besides gastroenteritis, a self-limiting systemic infection is observed in rats. The ileum is thought to be the main site of *Salmonella *invasion in both humans and rats [4]. For this reason we have previously studied *Salmonella*-induced gene expression in the ileum of rats. This study showed that *Salmonella *affects only a small number of genes at early time points post-infection [5]. Carbohydrate transport, antimicrobial defense and detoxification were the main affected biological processes. At later time points large numbers of inflammation genes were found to be up-regulated in the ileal mucosa. The colon mucosa is supposed to be protected from *Salmonella *colonization by the abundant intestinal microflora. Pathogens entering the colon have to compete for nutrients and binding places with the endogenous flora. However, biopsies taken from humans during an infection with nontyphoid *Salmonella *setorypes suggest that the colon is involved in *Salmonella *infections [6-8]. As most studies focus on the ileum, which is thought to be the most likely site of translocation, only little information is available on *Salmonella *translocation in the large intestine [9]. Besides indications from studies on biopsies, we have another reason to suspect colonic involvement in *Salmonella *infection pathology. We have shown earlier that diets supplemented with prebiotics such as fructo-oligosaccharides (FOS), lactulose and inulin consistently increased intestinal *Salmonella *translocation in rats [10-13]. As fermentation of FOS, and other prebiotics, occurs in cecum and colon and is very limited in the ileum of humans [14] and rats [15], it is unlikely that prebiotics facilitated translocation of *Salmonella *at that particular site. This is supported by the absence of ileal inflammation in FOS-fed and *Salmonella*-infected rats in contrast to profound cecal and colonic inflammation [11]. To extend the current limited evidence indicating colonic involvement in *Salmonella *infection, we used transcriptional profiling to investigate genes and biological processes in the rat colonic mucosa affected by *Salmonella*. We first studied colonic mucosal gene expression responses at days 1, 3 and 6 after oral *Salmonella *infection of rats using whole genome microarrays and Q-PCR. In a second infection experiment, we studied whether the increased translocation of *Salmonella *by dietary FOS was reflected by amplification of *Salmonella-*induced gene expression changes in the colon.

## Results

### Time course infection study

#### General infection characteristics

In agreement with previous studies, food consumption and growth of the Wistar rats were not affected by *Salmonella *infection [16]. *Salmonella *translocation to mesenteric lymph nodes was observed at days 1, 3 and 6 (table 1). This implies that at day 1, *Salmonella *has already crossed the intestinal barrier. In agreement with previous studies [16,17], *Salmonella *was detected in the spleen at days 3 and 6 and in the liver at day 6 (table 1). Urinary NO_x _excretion, a parameter of systemic infection, was found to be increased from day 3 onwards (figure 1a).

**Table 1:** Viable *Salmonella *counts in feces, mesenteric lymph nodes, spleen, and liver of rats 1, 3 and 6 days post infection

		*Salmonella *(logCFU/g)^a^		
		
	Control	Day 1 p.i.	Day 3 p.i.	Day 6 p.i.
Feces	N.D.	7.22 ± 0.19	5.92 ± 0.24	6.04 ± 0.32
MLN	N.D.	3.38 ± 0.43	5.85 ± 0.13	5.44 ± 0.05
Spleen	N.D.	N.D	3.20 ± 0.33	3.49 ± 0.05
Liver	N.D.	N.D	N.D	2.45 ± 0.12

^a ^The rats were orally infected with 3 × 10^9^colony-forming units of *S. enteritidis *or control treated. *Salmonella *counts are expressed in log values as means ± SEM (n = 8). N.D. = not detected.

**Figure 1:**
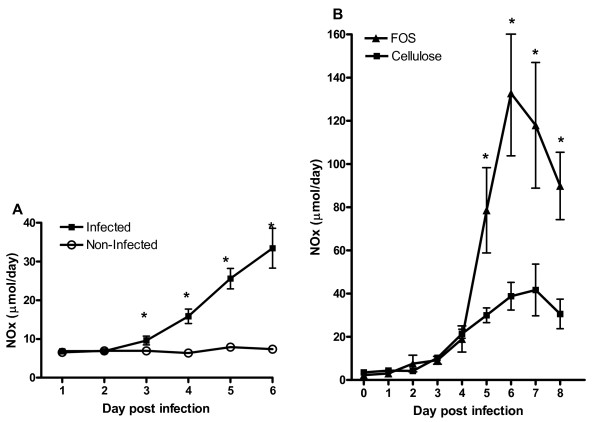
Sum of urinary nitrate and nitrite (NO_x_) excretion in the non-infected (○), infected (■) groups of the time course infection study (A). And the urinary NO_x _excretion in the cellulose infected (■) and in the fructo-oligosaccharide (FOS) infected (▲) groups in the dietary infection study (B). Infected rats were orally challenged with *S. enteritidis *on day 0. Results are expressed as mean ± SEM (n = 8 in the time course infection study and n = 6 in the dietary infection study). * p < 0.05.

#### Salmonella-induced processes in colon mucosa

To identify *Salmonella*-regulated processes, microarray-based gene expression profiling of colonic mucosa at days 1, 3 and 6 days p.i. was performed. 

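Equal amounts of colonic mucosa RNA of the 8 rats of each group were combined, so that infected and non-infected rats killed at day 1, 3 and 6 were measured as 6 RNA pools. Each pool was split, reverse transcribed and labeled with Cy5 in duplicate, and each labeled cDNA was hybridized together with the same Cy3-labeled reference, a pool of all colonic RNA, to an Agilent rat array with 60-mer probes. Both duplicate arrays were analysed for 5 pools and 1 array for the non-infected day 6 pool, which makes 11 arrays. The authors deposited the scanner output of each array, with spot and local background intensities that are not normalized, and a table of Cy5 intensities that they normalized against the reference. Here, median spot signals were background corrected by the normexp method with an offset of 50, and log2 ratios of Cy5 to Cy3 were normalized by loess within each array. Spots of the same probe and then duplicate arrays of the same pool were averaged. Fold changes compare an infected pool with the mean of the non-infected day 1 and day 6 pools, which the study used as controls, and ratios below 1 are expressed as the negative inverse. The median Cy5 signal per array was between 177 and 284 with a median background between 49 and 53, and 83.5% to 89.8% of the spots per array were well above background in Cy5. Duplicate arrays share the same RNA, so every group is 1 sample, differences between the rats of a group are not visible, and the number of pools limits the precision. Adjusted p-values are from limma with Benjamini-Hochberg adjustment over 32459 probes, fitted to the 3 infected pools and the 2 control pools. The spread in this fit rests on the difference between the 2 control pools, and the infected pools are assumed to vary like them. Most calls at days 1 and 3 were lost once the non-infected day 3 pool was added to the controls. With the 2 control pools, the adjusted p-values of single genes do not measure variation between rats. In simulated data of this design all of 200 probes with a 4-fold change were called, while 17.4% of the calls were probes without a change. Where a probe was saturated on all arrays of a group, or not well above background on them, its fold change is given as a lower limit.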

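Of the 43628 spots on the array, 2256 were control spots. The mean Cy5 signal over the 11 arrays was at least 2 times the mean Cy5 background of the same spot for 32791 of the 41372 other spots (79.3%). With control spots kept, 34337 spots passed, and with the filter applied to the 9 arrays without the non-infected day 3 pool, 33442 spots passed. The authors' table of normalized intensities is filled for 32783 spots, all of them among the 32791. The spots that passed belong to 32486 different probes.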

The arrays contained 44000 spots of which 32783 spots exceeded >2 times the background value and were included in the analysis. 

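Expression of 336 probes differed more than 2-fold from the controls at day 1, 3 or 6. At the 2-fold threshold, the alternative processing that moved this number most used the processed signals of the scanner software without the loess step and gave 647 probes, and a 1.5-fold threshold gave 1351, whereas counting 1 probe per sequence ID gave 311. For comparison, 14 probes differed more than 2-fold between the non-infected day 1 and day 6 pools, and 29 and 31 probes between the non-infected day 3 pool and each of these. Between duplicate arrays of the same RNA pool this number was 1 for infected day 1, 1 for infected day 3, 3 for non-infected day 1 and 21 for non-infected day 3, but it was 329 for infected day 6.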

*Salmonella *changed the expression of 330 genes >2-fold at least at one of the three time points studied. 

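The expression of 70 probes was changed at day 1, of 57 at day 3 and of 241 at day 6, so that the number at day 6 was 3.44 times that at day 1 and 4.23 times that at day 3. Past 2-fold on each of the duplicate arrays separately were 20 probes at day 1, 48 at day 3 and 210 at day 6. At day 1 the first array alone gave 28 changed probes and the second array alone 172. The number at day 1 also depended on the controls, with 29 probes past 2-fold against all 3 non-infected pools and 110 against the non-infected day 1 pool alone. Day 3 gave 38 probes against all 3 non-infected pools and 23 against the non-infected day 3 pool, while day 6 gave 261 probes against all 3 pools. At an adjusted p under 0.05 limma called 575 probes at day 1, 2417 at day 3 and 2075 at day 6, without a limit on the fold change. With the non-infected day 3 pool added to the controls, limma called 5, 6 and 516 probes.

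**Figure D1:**
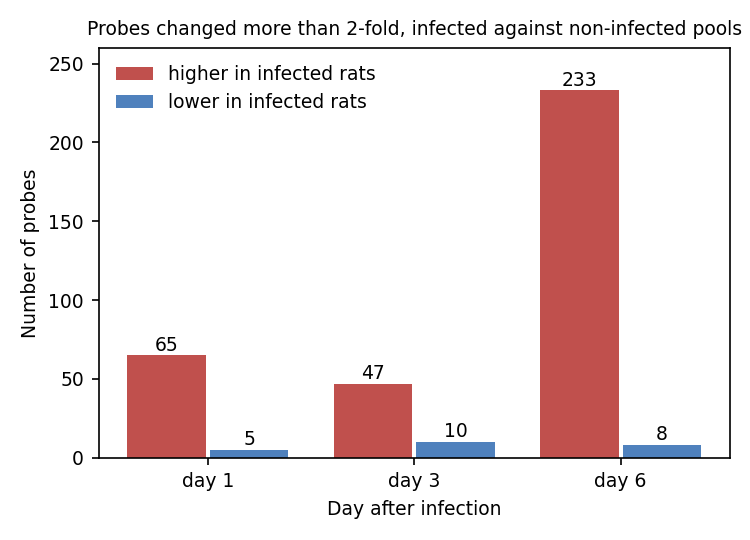
Bars give the number of probes (vertical axis) with more than 2-fold higher or lower expression in the infected pool than in the mean of the 2 control pools, for each day after infection. Higher expression was found for 65, 47 and 233 probes at days 1, 3 and 6, and lower expression for 5, 10 and 8 probes.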

At days 1 and 3 p.i. comparable numbers of genes (70 and 57 genes, respectively) were affected by *Salmonella *infection in comparison with non-infected rats, while at day 6 approximately four times more genes were affected (figure 2). This corresponded with progression of the infection as observed by the organ cultures and urinary NO_x_ excretion as mentioned above. At all time points studied, most genes showed increased expression upon *Salmonella *infection, whereas only a small percentage of total regulated genes were down-regulated (10% at day 1, 27% at day 3, 5% at day 6 figure 2). 

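Of the changed probes, 5 were lower at day 1, which is 7.14% (95% Wilson interval 3.09% to 15.7%, for counting error only). At day 3 this was 17.5% (9.82% to 29.4%) and at day 6 it was 3.32% (1.69% to 6.41%). The lower share at day 6 than at day 3 comes from more probes with higher expression, as the numbers of lower probes (10 and 8) were close. With the processed signals of the scanner software the shares were 17.1%, 39.5% and 6.60%, and with the authors' normalized values 12.3%, 24.1% and 3.88%. Averaged on the linear scale, a setting added after seeing the data, the authors' values gave 10.8%, 26.7% and 4.62%. Against all 3 non-infected pools the share at day 3 was 5.26% (1.46% to 17.3%) and that at day 6 was 1.92% (0.821% to 4.41%). All 10 probes that were lower at day 3 were below the 2-fold limit on both duplicate arrays, but none of them was past 2-fold lower against the non-infected day 3 pool.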

The genes that changed more than 2-fold at any time point (FC > 2 infected/non-infected) were classified into biological processes according to gene ontology terminology [18,19]. Not all genes are annotated to GO processes. Forty percent of the genes on the array were annotated to GO processes. Therefore we manually supplemented the significant processes (p < 0.001) with the remaining significant genes using biological databases and scientific literature. To prevent the occurrence of false positive genes, and over-interpretation of biological processes affected by *Salmonella*, we focused on biological processes with at least three genes exceeding the cut-off FC > 2.0. Additionally, we observed that the genes within one biological process showed comparable patterns of expression (table 2), which strongly indicates that these processes are truly affected by *Salmonella*.

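All 42 genes of Table 2 were matched to a probe. Of these, 41 were higher than in the controls on all 3 days, and RD-5 was lower on all 3 days. The change was largest at day 6 for 29 genes, at day 1 for 12 genes and at day 3 for 1 gene. The 5 proteolysis genes increased between 1.02- and 1.74-fold at day 1, between 1.63- and 2.67-fold at day 3 and between 2.14- and 15.6-fold at day 6. Of the 7 transport genes, 5 were less induced at day 6 than at day 1. For 7 genes (Cacna1i, Slc4a1, Fcgr3, Igsf4d, Ilf1, Csf2 and Ifna) the duplicate arrays differed in a direction shared by a group of 621 probes, and their fold changes are less certain. Without the first infected day 6 array these 7 genes were lower than in the controls at day 6. From similar patterns of genes within a process, the paper proposes that these processes are truly affected by Salmonella. The study chose the genes of Table 2 for their fold changes in these same RNA pools. A shared direction is therefore partly built in and is not independent evidence.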

**Figure 2:**
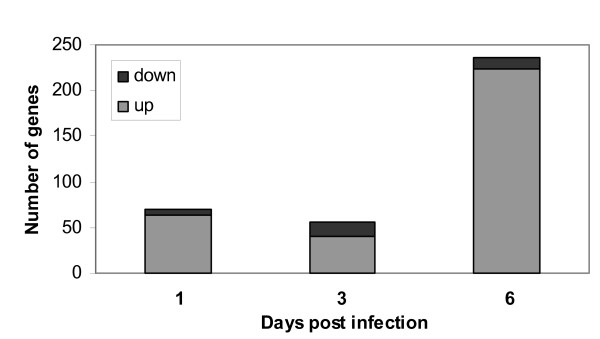
The number of differentially expressed genes with a fold change greater than 2 in colon mucosa of rats at days 1, 3 or 6 after oral infection with *Salmonella *or control treatment.

**Table 2:** Processes regulated in colon by *Salmonella *at days 1, 3 and 6 after oral *Salmonella *infection

Gene Name	Gene symbol	Sequence ID	Fold Change infected vs non-infected rats on different days p.i.			
			
			Time course infection study^a^			Dietary infection study^b^
			
			Day 1	Day 3	Day 6	Day 2
**Transport**						
*Ion transport*						
Chloride channel calcium activated 6	*Clca6*	NM_201419	**2,3**	**2,2**	**3,7**	*2,3*
Calcium channel, voltage-dependent, alpha 1I subunit	*Cacna1i*	NM_020084	**2,2**	1,5	**-**	*1,2*
Solute carrier family 4, member 1 (Slc4a1), anion exchanger	*Slc4a1*	NM_012651	**2,0**	1,7	**-**	*1,0*
Atp-ase, H+/K+ transporting, nongastric, alpha polypeptide	*Atp12a*	NM_133517	**2,8**	**-**	**2,0**	*1,1*
Solute carrier family 20 (phosphate transporter), member 1	*Slc20a1*	NM_031148	**2,1**	**-**	**-**	*-1,2*
Solute carrier family 15 (oligopeptide transporter), member 1	*Slc15a1*	NM_057121	**2,0**	**1,5**	**1,6**	*0,9*
Transporter 1, ATP-binding cassette, sub-family B	*Mdr/Tap1*	NM_032055	**-**	1,8	**2,8**	*1,4*

**Oxidative stress**						
Dual oxidase 2	*Duox2*	NM_024141	1,9	**2,4**	**2,8**	*1,6*
Glutathione peroxidase 2	*Gpx2*	NM_183403	-	**2,3**	**3,0**	*2,2*
Xanthine dehydrogenase	*Xdh*	NM_017154	-	1,8	**2,5**	*1,4*

**Immune response**						
Rat class III Fc-gamma receptor	*Fcgr3*	M64368	**2,1**	1,6	-	*ND*
Immunoglobulin superfamily, member 4	*Igsf4d*	XM_340958	**2,1**	1,6	1,4	*1,1*
Rat MHC class I truncated cell surface antigen	*RT1-Aw2*	M10094	**2,0**	-	1,9	*1,0*
Interleukin enhancer-binding factor 1	*Ilf1*	XM_221212	**2,0**	1,5	-	*1,1*
Colony stimulating factor 2 (granulocyte-macrophage)	*Csf2*	XM_340799	**2,0**	1,6	-	*1,2*
Interleukin 1 alpha	*Il1a*	NM_017019	1,8	**2,0**	**2,3**	*1,4*
Interleukin 1 beta	*Il1b*	NM_031512	**-**	**2,1**	**4,0**	*2,6*
TRAF2 binding protein	*T2bp*	NM_001014044	1,8	**2,8**	**4,4**	*2,4*
Toll-like receptor 2	*Tlr2*	NM_198769	-	1,5	**2,3**	*1,3*
***Antimicrobial defense***						
Lipopolysaccharide binding protein	*Lbp*	NM_017208	1,9	1,8	**2,2**	*1,3*
Defensin 5 precursor (Enteric defensin)	*RD-5*	XM_214386	-1,9	-1,6	-1,6	*ND*
Phospholipase A2, group IIA (platelets, synovial fluid)	*Pla2g2a*	NM_031598	**3,4**	**5,2**	**10,5**	*7,3*
***Inflammatory response***						
Pancreatitis-associated protein	*Pap*	NM_053289	**11,4**	**44,6**	**114,2**	*17,7*
Tissue-type transglutaminase	*Tgm2*	NM_019386	-	**2,3**	**4,9**	*1,8*
Regenerating islet-derived 3 gamma	*Reg3g*	NM_173097	-	**2,3**	**4,3**	*1,9*
Nitric oxide synthase 2, inducible	*Nos2*	NM_012611	-	1,6	**4,0**	*ND*
S100 calcium binding protein A8 (calgranulin A)	*S100a8*	NM_053822	-	1,8	**2,4**	*1,4*
Calprotectin ⟨						
S100 calcium binding protein A9 (calgranulin B)	*S100a9*	NM_053587	-	1,7	1,9	*1,3*

**Interferon**						
Interferon-induced guanylate-binding protein 1	*Gbp1*	XM_221883	**2,4**	1,9	**2,2**	*1,3*
Interferon gamma inducible protein	*Ifi47*	NM_172019	1,7	**2,7**	**7,3**	*2,6*
Guanylate binding protein 2, interferon-inducible	*Gbp2*	NM_133624	1,6	**2,4**	**3,1**	*1,7*
Interferon-induced protein	*Ifit2*	NM_001024753	1,5	1,7	**3,4**	*1,3*
Interferon-stimulated protein	*G1P2*	XM_216605	-	1,6	**4,1**	*1,5*
Immunity-related GTPase family, M	*Irgm*	NM_001012007	-	1,8	**3,7**	*1,4*
Signal transducer and activator of transcription 1	*Stat1*	NM_032612	-	1,7	**3,6**	*1,8*
Interferon regulatory factor 7	*Irf7*	XM_215121	-	1,5	**2,6**	*ND*
Alpha-interferon	*Ifna*	XM_233145	**-**	**2,0**	**-**	*ND*

**Proteolysis**						
Ubiquitin D	*Ubd*	NM_053299	1,7	**2,5**	**15,2**	*3,4*
Proteosome (prosome, macropain) subunit, beta type 9	*Psmb9*	NM_012708	-	**2,0**	**3,7**	*2,0*
Protease, serine, 22	*Prss22*	XM_220222	-	**2,0**	**2,6**	*1,6*
Potential ubiquitin ligase	*Herc6*	XM_342700	-	1,7	**3,3**	*1,5*
Proteasome (prosome, macropain) subunit, beta type 10	*Psmb10*	XM_214687	-	1,5	**2,1**	*1,5*

^a^Values in bold exceed cut-off value FC > 2 or FC < -2. Values -1,5 < FC < 1,5 are indicated by (-).

^b ^Fold Change infected vs non-infected rats fed a cellulose diet at day 2 p.i (obtained from the dietary infection study). All fold changes are shown. Genes not detected in this independent study are indicated by ND.

We focused on the early *Salmonella*-induced gene expression changes occurring at days 1 and 3 p.i. Presumably, these early modulated genes are more related to *Salmonella*-induced primary changes than gene expression at day 6 which is a secondary result of *Salmonella*-induced inflammation. Genes affected >2-fold on day 1 and/or day 3 p.i. that could be related to a biological process are shown in table 2. The biological processes that contained 3 or more modulated genes were transport, oxidative stress, immune response, antimicrobial defense, inflammatory response, interferon pathways and proteolysis. For more insight into these processes, genes that changed >2-fold at day 6 p.i. and also showing a >1.5-fold induction at day 1 or 3 p.i. were also added to this table. Genes that changed >2-fold on day 6 p.i. only are shown in Additional File 1. 

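Pap (NM_053289) had the largest increase of all probes at each day. The increase was 12.8-fold at day 1 (duplicate arrays 13.6 and 12.1), 53.5-fold at day 3 (54.1 and 52.9) and 129-fold at day 6 (123 and 134). The log2 fold changes were 3.68, 5.74 and 7.01 with a standard error of 0.10 and adjusted p-values of 6.13e-08, 6.15e-10 and 7.82e-11 (limma). Its mean Cy5 signal in the controls was 95.7 over a background of 51.1, well above background on 2 of 3 control arrays, so that the size of the fold changes depends on the background correction. With an offset of 0 in the background correction they were 35.8-, 156- and 381-fold, and with the processed signals of the scanner software 54.6-, 239- and 589-fold.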

The gene most affected by *Salmonella *infection in the colon was pancreatitis associated protein (*Pap*), showing 11, 45 and 114 fold induction at days 1, 3 and 6 respectively. 

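Atp12a, a potassium transporting ATPase, was increased 2.84-fold at day 1 (adjusted p = 0.000240, limma), Clca6, a chloride channel, 2.37-fold, Cacna1i, a calcium channel, 2.18-fold and Slc20a1, a phosphate transporter, 2.02-fold. The increase of the anion exchanger Slc4a1 was just below the limit (2.00-fold after rounding), Slc15a1 was increased 1.97-fold and Tap1 1.24-fold, which makes 4 of the 7 transport genes of Table 2 past 2-fold. Of the 9 immune response genes 4 were past 2-fold, with 2.13-fold for Fcgr3, 2.05-fold for Csf2, 2.05-fold for Igsf4d and 2.02-fold for RT1-Aw2, while Ilf1 was increased 1.98-fold. The duplicate arrays gave close values for Atp12a (2.89 and 2.79) and RT1-Aw2 (2.04 and 2.00), but not for Cacna1i (1.70 and 2.79), Slc4a1 (1.52 and 2.62), Fcgr3 (1.70 and 2.66), Csf2 (1.76 and 2.38), Igsf4d (1.60 and 2.61) or Ilf1 (1.54 and 2.55). A dimmer probe of Fcgr3 was not increased at day 1 (0.963-fold) and was increased 3.06-fold at day 6.

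**Figure D2:**
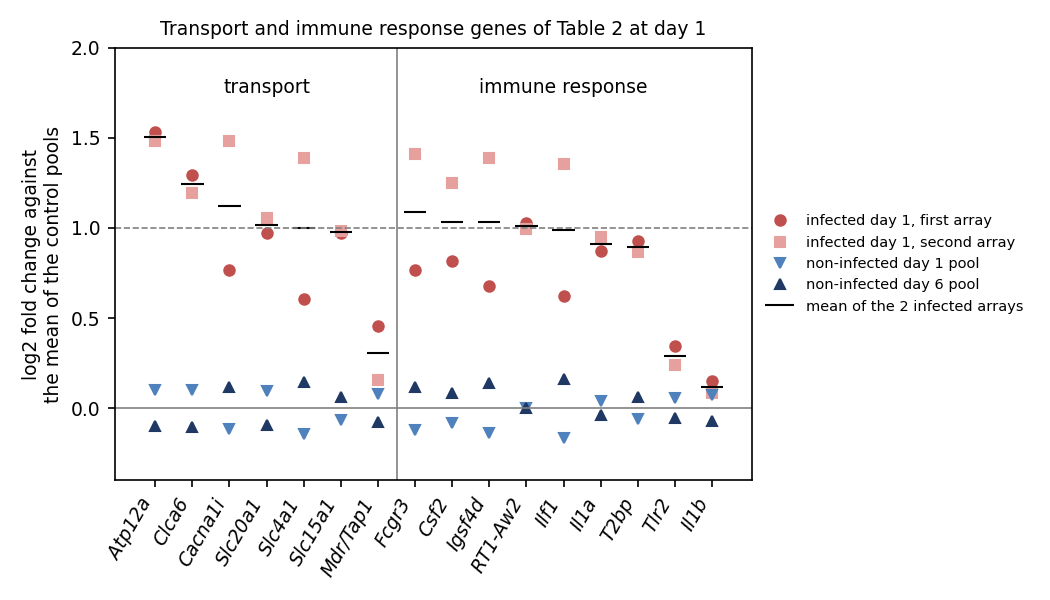
Points give, for the 7 transport and 9 immune response genes of Table 2, the log2 fold change at day 1 against the mean of the 2 control pools (vertical axis) for each infected array and each control pool, with a line at the mean of the 2 infected arrays and a dashed line at 2-fold. The infected arrays lie apart for Cacna1i, Slc4a1, Fcgr3, Csf2, Igsf4d and Ilf1, and every infected array lies above both control pools.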

Seventy genes changed >2-fold at day 1 p.i., of these genes 7 encoded for transporters and 5 genes encoded for immune response proteins (table 2). 

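At day 3 the immune response genes Il1b, T2bp and Il1a were past 2-fold. T2bp was increased 2.86-fold (duplicate arrays 2.87 and 2.85, adjusted p = 5.38e-05, limma), and 8 of the 9 immune response genes of Table 2 were past 1.5-fold. In the non-infected day 3 pool 4 of these 9 genes were also past 1.5-fold higher than in the controls, with a median log2 difference of 0.45 over the 9. Fcgr3, Igsf4d, Ilf1 and Csf2 belong to the group of probes that differed between duplicate arrays, and were 1.01- to 1.23-fold changed at day 3 against the non-infected day 3 pool. The largest increases after Pap at day 3 were those of Pla2g2a, of the sequences BF555121 (4.15-fold), BM389675 (3.52-fold) and BF403483 (3.34-fold), and the probes of BM389675 and BF403483 belong to the group that differed in a shared direction between duplicate arrays. Retnla and Retnlb had the largest decreases (-3.01- and -2.99-fold), but both were 1.29- and 1.22-fold against the non-infected day 3 pool.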

At day 3 p.i., 57 genes showed FC > 2, again including genes encoding for immune response proteins. Induced expression of Interleukin 1β and 1α indicates activation of an inflammatory response. 

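Il1b (NM_031512) was not changed at day 1 (1.08-fold, adjusted p = 0.680, limma) and increased 2.15-fold at day 3 (adjusted p = 0.000402) and 4.12-fold at day 6 (adjusted p = 1.14e-06). Il1a (NM_017019) was increased 1.88-fold at day 1, 2.03-fold at day 3 and 2.31-fold at day 6, with adjusted p-values of 0.000901, 0.000466 and 2.46e-05. Against the non-infected day 3 pool the increase of Il1a at day 3 was 1.34-fold and that of Il1b 2.39-fold.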

Induction of dual oxidase 2 and glutathione peroxidase 2 suggest oxidative stress in the colonic mucosa. 

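Duox2 (NM_024141) was increased 1.89-fold at day 1, 2.54-fold at day 3 and 2.89-fold at day 6, and its duplicate arrays at day 3 gave 2.54 and 2.53. Gpx2 (NM_183403) was increased 1.36-, 2.43- and 2.92-fold. The adjusted p-values from limma were 0.00243, 0.000376 and 2.51e-05 for Duox2 and 0.0452, 0.000137 and 4.92e-06 for Gpx2. Xdh, the third gene listed under oxidative stress, was past 2-fold only at day 6 (2.49-fold).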

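Of the probes with higher expression at day 6, 205 were past 2-fold on both duplicate arrays. The first array alone gave 350 changed probes and the second array 259. After Pap, the largest increases were those of Ubd (15.6-fold), the sequence BF555121 (11.3-fold), Pla2g2a and Slfn3 (7.28-fold). Among the 5 probes past 2-fold lower on both duplicate arrays, the decreases were -2.68-fold for Aldh1a1, -2.49-fold for the transcript ENSRNOT00000024093, -2.18-fold for Retnlb, -2.16-fold for Retnla and -2.02-fold for the sequence AA859224. The infected day 6 pool gave similar numbers of higher probes with the non-infected day 6 pool alone (239).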

At day 6 more than 200 genes were induced more than 2-fold in infected mucosa compared with non-infected mucosa (Additional File 1). Most of these genes were related to immune and inflammatory responses. 

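Additional File 1 places 83 genes under immune, antimicrobial or inflammatory processes, and 76 of them had a matched probe above background. At day 6, 64 of these 76 were past 2-fold and 74 were higher than in the controls, with a median log2 fold change of 1.23. At day 1 and day 3 the medians were 0.11 and 0.02, with 6 and 7 genes more than 2-fold higher. Of 8 complement genes, 7 were past 2-fold at day 6, with a median of 1.24 against 0.13 at day 1 and -0.02 at day 3. The genes were listed by the study because of their change in these same RNA pools, so these numbers are not independent evidence.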

Processes related to inflammation-induced damage and repair, such as connective tissue remodeling and chemo-attraction also showed clear induction at day 6 p.i. 

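Of 8 chemoattraction genes of Additional File 1, 6 were past 2-fold at day 6 with a median log2 fold change of 1.63 after 0.01 at day 1 and 0.34 at day 3, led by Cxcl9 (5.47-fold, adjusted p = 8.00e-07, limma) and Cxcl10 (3.52-fold). Of 12 cell adhesion genes 8 were past 2-fold, with a median of 1.06 at day 6 against 0.10 at day 1 and -0.22 at day 3. The negative median at day 3 turned positive (0.08) against the non-infected day 3 pool. The study listed the genes of both lists for their change in these same RNA pools, so these numbers are not independent evidence. No list named for connective tissue remodeling was used.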

To exclude the possibility that the observed changes were due to cellular changes of the mucosa, we analyzed expression differences of cell-type specific genes [20,21] (Additional File 2). As transporters are most likely expressed by enterocytes [22], we examined expression of enterocyte specific genes (*Fabp2, Vil2, Alpi2*). These genes showed diverse regulation, indicating that the increased expression of transporters at day 1 is not due to altered enterocyte composition in the mucosal samples. 

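Fabp2 (NM_013068) was decreased at all days, -1.53-fold at day 1, -1.43-fold at day 3 and -2.05-fold at day 6 (adjusted p = 0.00756, 0.0105 and 7.90e-05, limma). Vil2 was 1.31-fold changed at day 1 (adjusted p = 0.0780), and Alpi2 stayed between -1.05- and 1.06-fold. At day 1 Fabp2 and Vil2 moved in opposite directions on both duplicate arrays, while the median log2 fold change of the 7 transport genes was 1.01. The median log2 fold change of the 3 enterocyte genes was 0.09 at day 1. Fabp1, which is not among the 3, was also lower at day 1 (log2 fold change -1.14). The 8 genes of an enterocyte list written beforehand went both ways at day 1, 5 higher and 3 lower. Among the 7 transport genes, Clca6 is also a goblet cell gene of Additional File 2, and Slc4a1 is also in an erythrocyte list. The 7 therefore do not stand for enterocytes alone.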

A similar observation was found for Goblet cell specific genes (*Muc2, Muc3, Tff1, Tff3*) and Paneth cell specific genes (*RD-5 *and *Pla2g2a*). 

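Muc3 (U76551) was increased 1.74-fold at day 1 (adjusted p = 0.00140, limma), 1.41-fold at day 3 and 1.24-fold at day 6. Tff1 stayed between -1.18- and 1.03-fold, and Tff3 was 1.14-, -1.34- and -1.02-fold changed. The decrease of Tff3 at day 3 turned into a 1.36-fold increase against the non-infected day 3 pool. Clca3 was saturated in the controls on all arrays and was at least 1.31-fold lower at day 3 and at least 1.11-fold lower at day 6. Against the non-infected day 3 pool, where it was not saturated, it was 1.20-fold higher at day 3. Muc2 was not matched to a probe. Over the 6 goblet cell genes other than Clca3 with a probe above background, the median log2 fold change was 0.15 at day 1, 0.07 at day 3 and 0.01 at day 6. The highest of the 6 was Clca6, increased 2.37-, 2.38- and 3.61-fold at days 1, 3 and 6, which Table 2 lists under transport. Of the Paneth cell genes, RD-5 was lower and Pla2g2a higher than in the controls on every infected array.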

Expression of leukocyte specific genes was not altered at early timepoint, a mild increase was observed at day 6 p.i. Together this indicated that the observed *Salmonella *induced gene expression changes did not result from changes in cellular composition of the mucosa. This is in agreement with histology results from earlier *Salmonella *infection experiments, showing no or only minor deviations in intestinal mucosal architecture from healthy control slides (data not shown). This is further supported by the relatively constant expression of a group of well known housekeeping genes (Additional File 2). 

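Of the 9 leukocyte genes of Additional File 2, 8 had a probe above background. Their median log2 fold change was 0.19 at day 1, 0.05 at day 3 and 0.32 at day 6, with an SD of 0.06 over the 3 non-infected pools. Among 10000 random lists of the same size and similar signal these medians ranked at percentiles 99.8, 69.0 and 99.99. No gene was past 2-fold at any day. The largest change was that of Gzma at day 6 (1.68-fold, adjusted p = 0.00628, limma), followed by the RT1 class I sequence Y13890 (1.48-fold).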

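The 8 housekeeping genes other than Actb stayed between 0.900 and 1.33 times the level of the controls at all days. Their median log2 fold change was 0.04 at day 1, 0.04 at day 3 and -0.03 at day 6. Gapdh was saturated on 1 of 2 arrays at day 6. The highest value was that of Pgk at day 3 (adjusted p = 0.0245, limma). Actb was saturated on all arrays of the infected and the control pools and has no measured fold change.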

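The interferon categories of Table 2 and Additional File 1 hold 22 genes with a probe above background, and 22 of them were higher than in the controls at day 6, 19 past 2-fold. At day 3, 4 were past 2-fold, and at day 1 only LOC304267, the file's name for Gbp1. The median log2 fold change was 0.31 at day 1, 0.54 at day 3 and 1.43 at day 6, above those of all 10000 random lists matched on signal, while the 3 non-infected pools were between -0.11 and 0.05. The ranks of these small medians were also extreme (percentiles 99.99, 0.280 and 0.0100 for days 1, 3 and 6), so that the rank says little about infection. Adjusted over the list alone, limma called 10 genes at day 1, 18 at day 3 and 21 at day 6, and over all probes 5, 14 and 21. One of the genes (LOC298205, the file's name for Ifna) belongs to the group that differed between duplicate arrays. Because the study chose this list from these RNA pools, neither these counts nor the set tests that follow are independent evidence. With all 3 infected against all 3 non-infected pools, the set test fry gave p = 0.0520, where 3 pools against 3 allow 10 splits so that a permutation test cannot go below 0.1. The set test camera gave p = 6.46e-24 with a preset correlation of 0.01 and p = 0.0486 with the estimated correlation of 0.699.

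**Figure D3:**
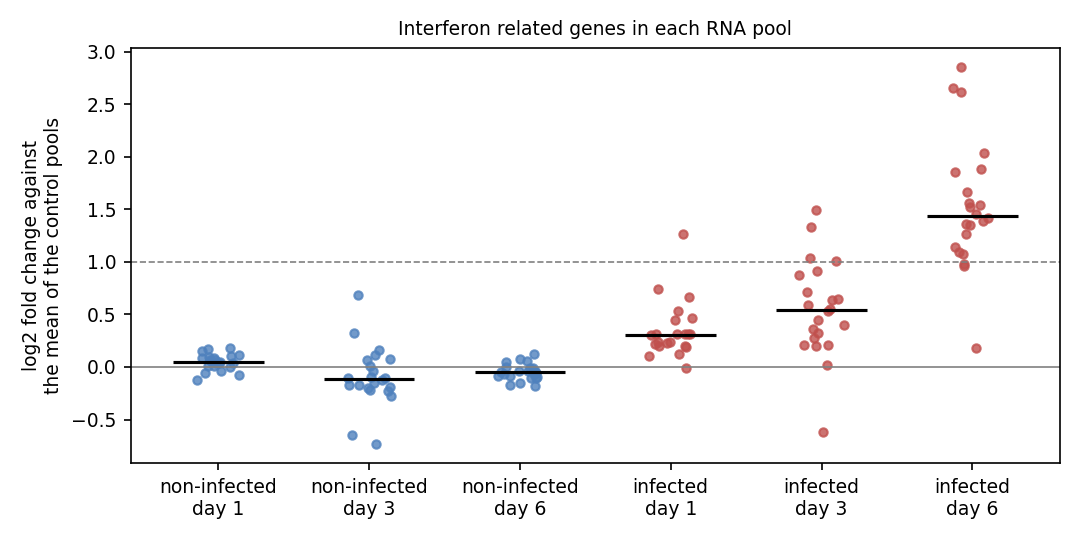
Each point is 1 of 22 interferon related genes, placed by its log2 fold change against the mean of the 2 control pools (vertical axis) in each of the 6 RNA pools, with a black line at the median and a dashed line at 2-fold. The medians of the infected pools rise from 0.31 at day 1 to 1.43 at day 6.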

The largest group of related genes induced by *Salmonella *infection in colon mucosa is related to interferon pathways as more than 20 IFNγ-regulated genes showed increased expression at at least one time point studied. 

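Gbp1 (XM_221883) was increased 2.40-fold at day 1, 2.02-fold at day 3 and 2.21-fold at day 6, with adjusted p-values of 0.000724, 0.000850 and 7.04e-05 (limma). Gbp2 (NM_133624) was increased 1.59-, 2.52- and 3.18-fold, and Ifi47 (NM_172019) 1.67-, 2.81- and 7.25-fold. At day 1 their adjusted p-values were 0.00397 and 0.00211. Ifit2 (XM_220060) was increased 1.25-fold at day 1 and 1.32-fold at day 3, which limma did not call (adjusted p = 0.343 and 0.102), and 1.94-fold at day 6 (adjusted p = 0.00152). Its probe was dim, with a mean Cy5 signal of 110.2 in the controls, and without an offset in the background correction its increase at day 6 was 3.42-fold.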

The IFNγ-induced gene expression was most prominent at day 6 p.i, but already from day 1 onwards induction of several IFNγ-inducible GTPases (*Gbp1, Gbp2, Ifi47, Ifit2*) was seen (table 2). Furthermore at day 3 p.i. (table 2) induction of two members of the IFNγ-signaling pathway (*Stat1 *and *Irf7*) was observed. 

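Irf7 (XM_215121) was increased 1.57-fold at day 3 (duplicate arrays 1.59 and 1.54, adjusted p = 0.00591, limma) and 2.55-fold at day 6. At day 1 the change was 1.45-fold (adjusted p = 0.0305).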

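The probe of Ifng (NM_138880) was 1.09-fold changed at day 1, 1.07-fold at day 3 and 1.26-fold at day 6. The duplicate arrays gave 0.942 and 1.26 at day 1, 0.956 and 1.19 at day 3, and 1.51 and 1.06 at day 6. None of these changes was called by limma (adjusted p = 0.632, 0.594 and 0.0621). With a mean Cy5 signal of 128 in the controls the probe was dim but well above background on all control arrays.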

Despite induction of many interferon-related genes, increased expression of IFNγ mRNA itself could not be detected (changed 1.1-fold at days 1 and 3, and 1.3-fold at day 6 p.i.). IFNγ protein concentrations were measured in individual serum samples. IFNγ was not detected in serum of non-infected rats (all timepoints) and at the first day after *Salmonella *administration to rats. However, from day 3 p.i. serum IFNγ increased (figure 3). The serum IFNγ most probably originated from peripheral immune activation, as the increase in serum IFNγ followed the same trend as the increase in *Salmonella *CFU's in peripheral organs (table 1). In the time course infection study, the kinetics of urinary NO_x_ excretion are reflected by *Nos2 *gene expression in colonic mucosal with a small 1.6-fold induction at day 3 p.i. and a 4 fold induction at day 6 p.i. (table 2).

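Nos2 (NM_012611) was 1.07-fold changed at day 1 (adjusted p = 0.732, limma), 1.63-fold at day 3 (adjusted p = 0.00345) and 4.57-fold at day 6 (adjusted p = 8.30e-07). The duplicate arrays at day 6 gave 4.08 and 5.12. The probe was well above background on 2 of the 3 control arrays, so that the size of the increase depends on the background correction. With an offset of 0 it was 2.69-fold at day 3 and 10.9-fold at day 6, and with the processed signals of the scanner software 4.69- and 19.5-fold.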

**Figure 3:**
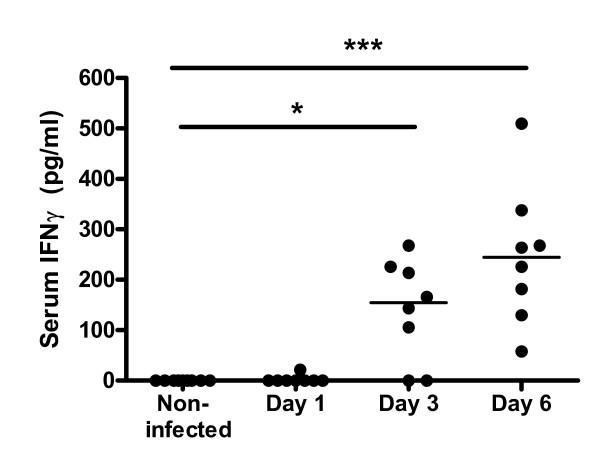
Serum IFNγ levels before and after infection (days 1, 3 and 6 p.i.). Each dot represents an individual rat. Group medians are presented by a black line. * p < 0.05, ***p < 0.001.

#### Q-PCR confirmation of Salmonella-induced gene-expression

To determine inter-individual variation in gene expression within treatment groups, RNA from the colon of individual animals was analyzed by Q-PCR. We chose individual confirmation of *Stat1 *and *Ifi47 *to gain insight in inter individual interferon response as we also focused on the individual protein levels of IFNγ. Confirmation of PAP was chosen to obtain insight in the individual kinetics of the most strongly induced gene in colon mucosa at all time points. Q-PCR analysis showed rather large inter-individual variation among the outbred rats. *Pap *expression levels in the non-infected colonic mucosa were near detection level, which made it difficult to determine precise fold changes. Nevertheless, the Q-PCR analysis of the three genes examined clearly confirmed the gene expression changes observed in the microarray analysis (figure 4). To further validate the array data of the time course infection study we compared the gene expression changes of day 1 and 3 p.i. with gene expression data obtained from the independent dietary infection study at day 2 p.i. (table 2). Similar biological processes were induced at early timepoints in both studies. At individual gene expression level several transporter genes (*Cacna1i, Slc4a1, Slc15a1*) and immune response genes (*Igsf4d, Ilf1, Csf2*) showed no overlap possibly due to infection kinetics. However gene expression results of day 3 and day 2 p.i. largely overlapped (table 2).

**Figure 4:**
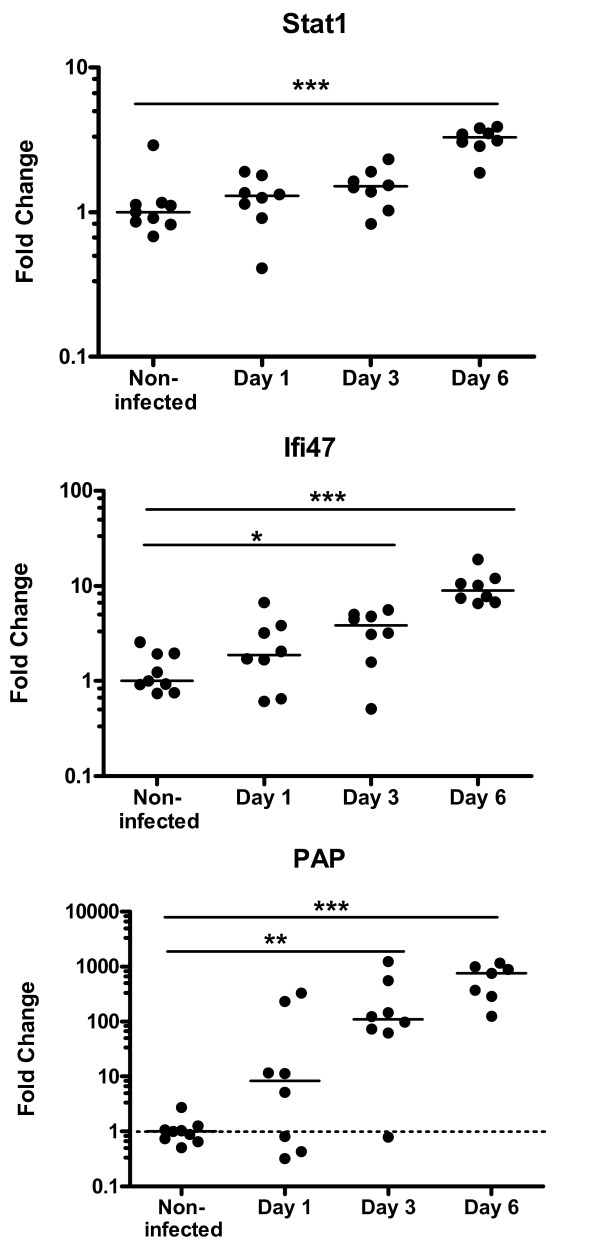
Individual expression of two interferon-related genes and *Pap *in the colon mucosa at different time points after *Salmonella *infection or control treatment. Genes expression is quantified by Q-PCR, using *Rps26 *as reference gene (using *Arf1 *as reference gene showed similar results; data not shown). Each dot represents an individual rat. Dotted line indicate lowest mRNA standard. Medians are presented by a black line. The median value of the uninfected group was set at 1.0. Y-axis is at log_10 _scale. * p < 0.05, **p < 0.01, ***p < 0.001.

### Dietary infection study

#### General infection characteristics

Food consumption and growth of the Wistar rats on both cellulose and FOS diet were similar, before and after infection. The section was performed on day 2 p.i. because similar effects on gene expression at days 1 and 3 were observed in the time course infection study. Furthermore we were interested in the primary responses as we expect that diet will mainly influence early events such as attachment to the mucosa and translocation of the pathogen. These events occur for the most part luminal where direct interaction between dietary components, pathogens and mucosa take place, while later phases merely reflect secondary infection and inflammation responses. At day 3 p.i. the serum IFNγ concentration and the amount of translocated *Salmonella *in the spleen are already high, which indicates systemic infection. At day 1 p.i. no serum IFNγ or *Salmonella *translocation to the spleen was observed. We chose day 2 p.i. as this seems the appropriate time point to study the effects of FOS on early *Salmonella*-induced changes. *Salmonella *colonization was quantified by determination of colony-forming units (CFU/g) in fresh fecal samples with time. At day 1 *Salmonella *levels were not significantly different between cellulose and FOS-fed animals (7.23 ± 0.11 and 7.10 ± 0.22, respectively). At day 2 FOS-fed rats had more *Salmonella *in feces than their cellulose counterparts (7.25 ± 0.25 and 6.53 ± 0.25, respectively; p < 0.05). *Salmonella *translocation to mesenteric lymph nodes and spleen was not significantly different in the FOS group compared to the cellulose group when quantified by CFU. Viable *Salmonella *counts in MLN were 5.96 ± 0.08 in the cellulose group and 6.19 ± 0.10 log_10 _CFU/g in the FOS group. Numbers in spleen were 2.85 ± 0.14 (cellulose) and 2.98 ± 0.16 log_10 _CFU/g (FOS). Counts in liver were under the detection limit of 10^2 ^CFU/g tissue in the cellulose and FOS group. These numbers are comparable to those observed in the time course infection study at day 3 and highly similar to numbers observed in earlier studies which showed increased translocation in FOS-fed rats at later time points after infection [23]. To observe long term effects of FOS on *Salmonella *translocation in this study, urinary NO_x_ excretion with time was determined in additional groups of rats. Urinary NO_x_ excretion of FOS-fed rats increased to 132 μmol/d at day 6 p.i. and started to decline towards baseline levels thereafter (figure 1B). Peak urinary NO_x_ excretion of infected rats fed the cellulose diet was just one third of the level reached by the infected rats fed the FOS diet, i.e. 41 μmol/day (figure 1B). The NO_x _values for the cellulose diet are similar to those obtained in the time course infection study (figure 1A). The kinetics of urinary NOx excretion were similar in both diet groups, but total infection-induced urinary NO_x_ excretion was higher in the FOS group indicating enhanced *Salmonella *translocation.

#### Effect of dietary FOS on Salmonella-induced mucosal genes in colon mucosa

The rats of the time course infection study and the rats in the dietary infection study on cellulose diet showed a comparable urinary NO_x _excretion and thus *Salmonella *translocation response. Despite the fact that the two studies were separately performed and different time points were studied, the identified biological processes affected by *Salmonella *at day two p.i. were comparable to processes observed at days 1 and 3 p.i. Furthermore both studies showed that more genes were up-regulated than down-regulated by *Salmonella*. For detailed analysis, we focused on the most robust genes, i.e. genes that showed similar *Salmonella *induced regulation in the two independent studies. We choose a threshold of FC < 1.5 for both studies, which is less stringent than the threshold we choose for analysis within one study (FC < 2.0). We feel that this is legitimate, as genes with small but similar regulation in two completely independent studies are less likely to be selected by chance. Thirty-one genes fulfilled this criterion, 26 were up-regulated and 5 down-regulated. Eighteen of the up-regulated genes were categorized to the same processes found to be modulated by *Salmonella *in the colonic mucosa in the time course infection study, i.e. the transporter *Clca6*, the oxidative stress genes *Gpx2 *and *Duox2*, the immune response genes *Il1b and T2bp*, the antimicrobial defense gene *Pla2g2a *the inflammatory response genes *Pap, Tgm2 and Reg3g*, the interferon related genes *Ifi47, Gbp2, Iigp2, P47Iigp, Stat1, G1p2 *and the proteasome related genes *Psmb9, Prss22, Psmb10, Ubd *(Table 2). The other 8 up-regulated genes which could not be grouped to a specific process were Palmitoyl-protein thioesterase, Schlafen 3 (*Slfn3*), Tripartite motif protein 15 (*Trim15*), Aquaporin 3 (*Aqp3*) and four unknown genes. The 5 down-regulated genes were Heat shock protein 70 kD 1A (*Hspa1a*), Resistin like alpha (*Retnla*), Resistin like gamma *(Retnlg*), Collectin sub-family member 10 (*Colec 10*) and Mammalian suppressor of Sec4 (*Mss4*). Not all processes that were identified in the time course infection study at both days 1 and 3 p.i. were confirmed in the dietary infection study at day 2 p.i. (table 2). This was the case for two processes, namely transport (*Cacna1i, Slc4a1, Atp12a, Slc15a1*) and immune response (*Igsf4d, RT1, Ilf1, Csf2, Il1a*). Furthermore the antimicrobial defense gene *Lbp *and two interferon pathway genes (*Gbp1, Ifit2*) were not confirmed.

To examine whether our choice for FC > 1.5 was legitimate, we studied whether application of threshold FC > 1.3 and FC > 1.7 resulted in identification of the same processes as identified with FC > 1.5. The general picture of processes affected was the same for FC > 1.5 and FC > 1.7. However, with FC > 1.3 more genes could be included in processes identified with FC > 1.5, such as the interferon response and proteolysis (data not shown). However, many other genes could not be grouped into (new) specific biological processes, indicating that a cut-off FC > 1.3 might be too flexible and results in introduction of false positive processes, probably not related to the treatment. Therefore, we choose FC > 1.5 for further analysis. To investigate the effects of FOS on *Salmonella *infection in the colon, we studied the expression of *Salmonella-*induced colonic mucosal genes in infected rats fed the cellulose diet versus infected rats fed the FOS supplemented diet. The five genes that were consistently downregulated by *Salmonella *in both studies (*Hspa1a, Retnla, Retnlg, Colec 10 and Mss4*) were not further influenced by FOS (equal gene expression in cellulose- and FOS-fed infected rats). For initiating early mucosal events after *Salmonella *infection (e.g. chemo attraction of inflammatory cells) increases in epithelial gene expression may be more important than decreases[24,25]. We focused on the 26 genes which showed a consistent increase in gene expression after *Salmonella *infection of FC > 1.5 in both studies. All 26 genes consistently induced by *Salmonella *infection in the colon mucosa showed a further up-regulation in colon mucosa of *Salmonella *infected rats fed FOS (figure 5). The effect of FOS on the cluster of *Salmonella *affected genes was statistically significant. To asses the inter-individual gene expression in the dietary infection study we selected genes from several *Salmonella *modulated process for individual Q-PCR confirmation: *Clca6, Gpx2, Il1b, Pla2g2a, Pap, Tgm2, Stat1, Gbp2 *and *Ifi47*. Q-PCR of the selected genes in individual samples showed high inter-individual variation but confirmed the fold changes of the microarray study using pooled samples (table 3). The confirmed *Salmonella *induced gene expression changes were significant (p < 0.05) for 7 of the 9 genes, except for Tgm2 (p = 0.09) and Stat1 (p = 0.08). Examination of FOS-fed versus cellulose-fed infected groups on individual gene level showed a significant increase of *Clca6 *and *Pla2g2a*. Expression of *Gpx2, Il1*β and *Tgm2 *was >1.5-fold increased by FOS feeding in comparison to cellulose feeding but this was not statistically significant. The genes *Pap, Stat1, Ifi47 *and *Gbp2 *showed non-significant and small increases of 1.1–1.4 fold. In t-testing each gene is tested independently, the FOS vs cellulose effect was not statistically significant for each independent gene. However, FOS significantly increased expression of the cluster of the 26 Salmonella induced genes (see figure 5 and Additional File 3). We also looked at overall gene expression differences between cellulose- and FOS-fed rats at day 2 after *Salmonella *infection (Additional File 3). This was done to determine whether the stimulated translocation in FOS-fed rats resulted in additionally affected genes or biological processes not induced by *Salmonella *in the cellulose groups. Twenty genes were induced by *Salmonella *>2-fold in cellulose-fed infected rats. In the FOS-fed infected rats 72 genes were induced by *Salmonella *>2-fold. Seventeen genes overlapped between these two diet groups. Detailed analysis of the genes exclusively induced (>2-fold) in the FOS-fed group showed that those could be categorized in the same processes identified earlier (table 2 and Additional File 3). Obviously, the induced translocation of *Salmonella *by FOS supplementation did not affect other processes than those already identified in *Salmonella *infected rats on a cellulose diet. However, more genes of the same processes and higher fold-changes were noticed in the colonic mucosa of infected rats on the FOS diet.

**Figure 5:**
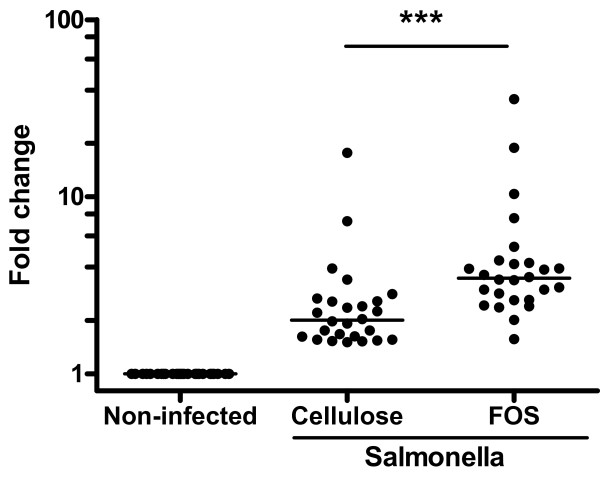
Expression level of most consistent *Salmonella*-target genes in colon mucosa of rats fed a cellulose diet or a FOS diet. The gene expression is obtained from micro array analysis of pooled colonic mucosa samples collected at day 2 post-infection. Each dot represents a gene. The median value of each gene in the uninfected group is set to 1.0. Y-axis is at log_2_scale. ***p < 0.001.

**Table 3:** Q-PCR analysis of *Salmonella *-induced colonic mucosal gene expression of rats on a cellulose or a FOS diet (day 2 p.i.)

	Relative gene expression ^a^		
	
	Non-infected ^b^	Infected	
		
Gene symbol		Cellulose	FOS
*Clca6*	1 (0.9–1.3)	1.6 (1.4–2.2)	3.7 (2.8–4.1)
*Pla2g2a*	1 (0.8–1.3)	4.6 (2.3–7.1)	8.8 (6.1–21.1)
*Gpx2*	1 (0.8–1.2)	2.1 (1.7–2.4)	3.2 (1.3–4.8)
*Il1b*	1 (0.6–1.1)	2.0 (1.3–3.4)	3.8 (0.6–5.4)
*Tgm2*	1 (0.5–1.2)	1.6 (0.7–4.4)	10.2 (0.8–20.6)
*Pap*	1 (0.4–2.4)	236 (68–326)	288 (13–1162)
*Stat1*	1 (0.7–1.2)	1.2 (1.1–2.2)	1.5 (0.7–4.0)
*Ifi47*	1 (0.8–1.2)	3.9 (2.1–6.4)	5.6 (1.6–18.4)
*Gbp2*	1 (0.8–1.4)	2.0 (1.1–3.2)	2.1 (0.5–9.7)

^a^The expression of genes is analyzed by QPCR, using *Rps26 *as reference gene (using Arf1 as reference gene gave similar results; data not shown). Data are represented as median (25% percentile–75% percentile).

^b^The median value of the non-infected group is set to 1.0.

*Nos2 *gene expression in colonic mucosa was below detection levels in the dietary infection study. As significant differences in NOx excretion between infected cellulose- and FOS-fed rats were observed from day 5, no differences at *Nos2 *gene expression were expected at day 2 p.i. Serum IFNγ was not detected at day 2 p.i., neither in infected cellulose-fed rats nor in infected FOS-fed rats.

## Discussion

### Colon is an infection target

This study shows quick and profound gene expression changes in the rat colon mucosa upon oral *S. enteritidis *infection, which implicates that not only the ileum, but also the colon, is a target for *Salmonella *infection. The earliest responses were noticed on mucosal transport and antimicrobial defense. The most responsive gene is *Pap*, which showed an 11-fold induction in colon mucosa on the first day after infection and increased to over 100 fold at day 6. At later timepoints, the most notable process affected is interferon-related. Colonic genes consistently induced by *Salmonella *infection in two independent studies, were all further enhanced by FOS supplementation, a known stimulus of colonic bacterial fermentation. *Salmonella*, ingested with contaminated foods or drinks, is thought to colonize the distal small intestine and to translocate through ileal Peyer's patches to extra-intestinal organs [4,26]. Several observations suggest that other parts of the intestine are also involved in *Salmonella *infection. High numbers of *Salmonella *are found in the cecum and colon of orally infected rats [4,26] as well as pigs [27]. In humans *Salmonella *commonly affects the small intestine, but colonic involvement of *S. enteritidis *has been reported in humans [6,7,28] and may play an important role in induction of diarrhea [6]. Studies describing mucosal invasion via the paracellular and transcellular route [29,30] also suggest that translocation of *Salmonella *species to the systemic circulation is not restricted to the ileal Peyer's patches. Our studies on the effects of prebiotics on resistance of the host to *Salmonella *infection also point to the colon as invasion site [11]. Together results from literature and those presented here indicate that the colon is one of the targets for *Salmonella *infection.

### Interferon-gamma response

The increase of many IFNγ-regulated genes in the *Salmonella-*infected colon in the present *in vivo *study actually confirms the earlier suggested role of IFNγ in relation to host defense against *Salmonella*. Serum IFNγ levels increase in mice infected with *Salmonella *by oral or intraperitoneal route [31-34]. IFNγ is produced by natural killer cells, CD4 Th1 cells and CD8 cytotoxic lymphocytes [35-37]. IFNγ most likely exerts its function in host defense by activation of macrophages which can kill *Salmonella *[38]. In our *Salmonella *time course infection study, more than 20 IFNγ-related genes were up-regulated (table 2). This did not coincide with an increased IFNγ mRNA level at any of the time points studied. In addition, we could not detect IFNγ protein in *Salmonella*-infected colons (data not shown). Serum levels of this pro-inflammatory cytokine were undetectable at day 1 p.i. but rose steadily from day 3 p.i. with large inter-individual variation in the magnitude of response (figure 3). Despite the lack of detectable IFNγ protein in colonic mucosa and in serum at day 1, we did observe increased expression of genes in the INFγ induced pathway at that timepoint. These genes are most likely activated by INFγ [39]. We can not fully exclude that dilution of IFNγ-producing cells in the heterogeneous cell population of mucosal scrapings has lead to undetectable levels of this regulatory cytokine in the present study. At the later timepoints, serum IFNγ is strongly increased, whereas mucosal IFNγ remained below detection levels at all timepoints. This may suggest that systemic rather than colonic IFNγ seems to be the trigger for the later activation of IFNγ-related genes and -processes in colonic mucosa upon *Salmonella *infection. However, dilution of IFNγ producing cells in colonic tissue to undetectable levels could also account for this later time point.

As many as 1200 genes are known to be regulated by IFNγ. Their gene products are mediators of the immune response essential for host defense against pathogens. One group of clearly regulated IFNγ-induced genes is the GTPase family, which modulates survival of pathogens residing in phagosomes or vacuoles [39,40]. They are defined into three classes: Guanylate-binding proteins (Gbp's), the p47 GTPases and the Mx proteins. We found *Salmonella*-induced up-regulation of the first and second group, i.e. *Gbp1, Ifi47, Gbp2, Iigp *and *Irgm *(Table 2). IFNγ induces expression of p47 GTPases via activation of Stat1 which was also increased by *Salmonella *at days 2 and 3 p.i. Mutant mice with gene disruptions in IFNγ or Stat1 are significantly compromised in their immune response to microbial infections, including salmonellosis [41]. Thus the increased expression of IFNγ-related genes in colonic mucosa in the present study confirms the earlier proposed role of this cytokine in *Salmonella *infection.

### Pancreatits associated protein

The colonic mucosal gene most highly induced by *Salmonella *infection on the array was *Pap*, which was confirmed by Q-PCR of individual rat samples. PAP is a member of the Reg III gene family, which includes Regenerating islet-derived 3 gamma (*Reg3g*) which was also increased in our study. *Pap *expression is also increased in the rat ileal mucosa infected with *S. enteritidis *[3] and in the gastrointestinal tract of pigs infected with *Salmonella typimurium *[42]. Furthermore, significant up-regulation of intestinal mucosal *Pap *expression is described in IBD patients, whose bowel is chronically inflamed [43-45]. This suggests that PAP is a marker for acute as well as chronic inflammation. Biological functions of PAP in the intestine are not fully uncovered. Recently, it was proposed to function in innate immunity [44,46]. PAP was shown to have direct antimicrobial properties as it was able to bind and kill Gram-positive bacteria, but not Gram-negative *Salmonella typhimurium *[46]. Additional research will be needed to answer whether PAP is able to inhibit the growth of *Salmonella enteritidis. Pap *and *Reg3g *are expressed in several tissues and organs, but the small intestine has the highest expression under normal conditions. Only very low levels can be found in colon [47]. Indeed, *Pap *mRNA expression for most non-infected rats was below detection level (figure 4). Three rats did not express *Pap *at timepoint day 3 p.i. (figure 4), whereas at day 6 p.i. all rats expressed increased levels of *Pap*. Variation in infection kinetics between (outbred) rats is obviously reflected in *Pap *expression. We are currently investigating which mucosal cell types contain PAP and whether it is secreted to the intestinal lumen or to the serosal (blood) site. If secreted, PAP might be used as a non-specific marker to follow and quantify intestinal infection or inflammation in humans.

### Calprotectin

Calprotectin (*S100a8/a9*), a heterodimer of the two calcium-binding proteins S100A8 and S100A9, was up-regulated in the colonic mucosa by *Salmonella *(Table 2). Both subunits were increased in colon. 

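S100a8 (NM_053822) was 1.05-fold changed at day 1, 1.91-fold at day 3 and 2.50-fold at day 6, and S100a9 (NM_053587) 1.17-, 1.78- and 1.92-fold. limma called S100a8 at day 3 and day 6 (adjusted p = 0.00140 and 2.81e-05) and S100a9 at the same days (adjusted p = 0.00140 and 0.000133), but neither of them at day 1. Against the non-infected day 3 pool the increases at day 3 were 1.65-fold and 1.37-fold.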

Calprotectin is a 36 kDa calcium and zinc binding protein and constitutes approximately 60% of soluble cytosolic proteins in neutrophil granulocytes. Therefore, calprotectin is a marker of neutrophil influx and is elevated in a number of inflammatory conditions. In agreement with our results, Naughton et al (1996) also found increased levels of this marker in *Salmonella*-infected animals. Fecal calprotectin is emerging as a useful marker to quantify mucosal inflammation, not in the least because it appears to be stable in feces which can be obtained by non-invasive means [48].

### Differences between colon and ileum

Ileum and colon are both targets for *Salmonella*. Remarkably, the number of genes showing increased expression is larger than the number of genes showing decreased expression upon *Salmonella *infection in both ileum and colon. However, this is more extreme in colon than in ileum mucosa [5]. Technical bias is unlikely as in a flavonoid intervention study with rats and using the same array system and data handling the number of down-regulated genes was similar to the number of up-regulated genes [49]. In an *in vivo Salmonella *infection study in pigs only up-regulated and no down-regulated genes were observed [42].

The extent of the early response to *Salmonella *is similar for both intestinal segments: From all genes expressed above background level on the arrays, 0.21% of the genes expressed in the colon and 0.26% of genes expressed in the ileum [5] were affected at day 1 p.i. 

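In the colon, the probes changed more than 2-fold at day 1 were 0.215% of the 32485 probes above background with a value at all days. With each control pool alone this was 0.339% (non-infected day 1) and 0.111% (non-infected day 6).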

The colonic response is less than the ileal response at day 3 p.i., as 0.15% of colonic mucosal genes were affected versus 0.67% of ileal mucosal genes. 

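At day 3, 0.175% of the colonic probes above background were changed more than 2-fold, and at day 6 this was 0.742%.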

The smaller colonic response could be due to differences in crypt-villus architecture of the ileal and colonic mucosa. Furthermore, the colonic mucosa, which is constitutively exposed to bacteria, might be more efficient in repressing host- or more specifically immunological responses to bacteria, including pathogens [50-52].

Ileum and colon show overlapping as well as distinct processes affected upon oral infection [5]. At early time points after oral infection i.e. transport processes and antimicrobial defenses were regulated in both intestinal segments, but the process-related genes did not fully overlap. At day 1 p.i., glucose transporters were increased in the ileum, whereas in colon ion transporters were induced. The role of ion transporters in water absorption support involvement of the distal part of the gut in diarrhea development during salmonellosis as reported earlier in humans [6]. The gene coding for antimicrobial defensin 5 was down-regulated by *Salmonella *in both ileum and colon. 

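RD-5 (XM_214386) was -1.88-fold changed at day 1, -1.68-fold at day 3 and -1.71-fold at day 6 in the colon. It was lower on each of the 6 infected arrays, but the non-infected day 1 pool was also below the mean of the controls (log2 difference -0.45). The non-infected day 3 pool was at -0.60, so that the day 3 level was 0.902 times that of this pool, and limma did not call the decrease at any day (adjusted p = 0.143, 0.112 and 0.115).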

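Pla2g2a (NM_031598) was increased 3.43-fold at day 1, 5.47-fold at day 3 and 9.77-fold at day 6 (adjusted p = 3.69e-05, 2.13e-06 and 5.22e-08, limma). The probe was saturated on 1 of 2 arrays at day 6. The lysozyme gene Lyz (NM_012771) was increased 5.35-fold at day 6 (adjusted p = 5.01e-07), but it was 1.08-fold changed at day 1 and -1.39-fold at day 3. At day 3 it was 0.983 times the level of the non-infected day 3 pool.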

Other genes coding for antimicrobial proteins (*Pla2g2a *and lysozym) were clearly enhanced in the infected colon in contrast to ileal tissue [5]. At day 3 and 6 p.i. *Salmonella *reduced the expression of several phase I and II detoxification genes in the ileum, which was not observed in the colon. 

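In the colon, 11 of 16 cytochrome P450, glutathione S-transferase and UDP-glucuronosyltransferase genes, from a list written before the data were examined, had a probe above background. None was past 2-fold at any day. Their median was 0.903 times the controls at day 3 and 0.843 times at day 6, with 10 of the 11 lower at day 6. These medians ranked at percentiles 0.205 and 0.0500 among random lists matched on signal. The lowest gene was at 0.647 times the controls at day 6.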

The downregulation of cytochrome P450 genes in ileum coincided with increased expression of inflammatory genes. It is known that inflammatory mediators can down-regulate cytochrome P450 genes [5,53,54]. This might suggest that the inflammatory response induced by *Salmonella *in colon, at later time-points, is smaller than in ileum. Nevertheless, both tissues showed signs of an inflammatory response at later time-points, but responsible genes were not the same. Mainly cytokines and chemokines were induced in the ileum, whereas in colon many interferon-related genes were up-regulated. No interferon response was observed in the ileum. Apparently, the immune response in the two intestinal segments is differentially regulated.

Finally, the *in vivo *transcriptional response of intact mucosa to invasion by *Salmonella *is represented by a limited number of regulated genes compared to *in vitro *studies with HT-29 cells [24]. *In vitro *models provide insight in complex mechanisms of *Salmonella*-host interaction. However, results should be interpreted with caution as *in vitro *systems show massive cell death at 24 hours, whereas only minor inflammatory changes are observed in the intestine 24 hours after infection with *Salmonella in vivo *[55]. 

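Tlr3, Tlr4, Tlr5, Tlr6 and Tlr9 stayed between -1.22- and 1.20-fold at all days, and both probes of Nfkb1 and of Nfkb2 between -1.09- and 1.19-fold. limma called none of these changes. Tlr2 was 1.22-fold changed at day 1, 1.55-fold at day 3 and 2.30-fold at day 6 (adjusted p = 3.01e-05). The array has no probe named Il8. The probes of Cxcl1 and Cxcl2 did not exceed the background limit.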

Several genes like Toll like receptors, *Nf-κb *or *Il-8 *that are regulated by *Salmonella in vitro*, were not found to be regulated by *Salmonella *infection in the present *in vivo *study. Possibly, transcription of these genes is highly specific for particular cell types in the colonic mucosa. Identification of cell type-specific responses of potential target cells could be addressed *in vivo *using laser microdissection.

### FOS and mucosal barrier function

We consistently observed that diets supplemented with rapidly-fermentable prebiotics (such as FOS) increased translocation of *S. enteritidis *in rat infection studies despite stimulation of *Bifidobacteria *and *Lactobacilli *[23]. In other words, FOS decreases the resistance of the rat intestinal mucosa to intestinal pathogens. Because fermentation of FOS hardly occurs in the ileum of humans [14] and rats [15], it is unlikely that prebiotics facilitated translocation of *Salmonella *in the ileum. This is supported by the absence of ileal inflammation in FOS-fed and *Salmonella*-infected rats in contrast to profound cecal and colonic inflammation [11] The precise mechanism underlying the effects of FOS on the colon mucosa is not known. FOS itself, the changed intestinal microflora or its fermentation products (e.g. SCFA) could play a role. Prebiotics, such as FOS resist enzymatic hydrolysis by digestive enzymes secreted in the small intestine and reach the colon intact. The resident colonic microflora ferments these carbohydrates to lactic acid and short-chain fatty acids (SCFA). This results in lowering of the pH of intestinal contents and stimulation of e.g. *Bifidobacteria *and *Lactobacilli *[23,56]. These lactic acid bacteria are assumed to enhance resistance [12] but we found opposite effects [11,23]. As shown earlier, dietary FOS increases intestinal permeability in non-infected rats and even more in infected rats [13]. At present it is unknown whether intestinal permeability is increased in ileum or colon, nor whether it is induced by the presence of FOS or by its fermentation metabolites. It has been shown that SCFA can induce colonic mucosal injury and increase permeability [10]. Furthermore, *in vitro *studies showed that SCFA can enhance expression of virulence (e.g. invasion) genes of *Salmonella *typhimurium [57,58], but data on *in vivo *consequences have not been reported. Preliminary experiments of our lab showed no evidence for increased expression of virulence genes of *Salmonella enteritidis *in infected rats fed a FOS-diet (unpublished results).

From two independent rat infection studies we identified 26 colonic mucosal genes consistently affected by *Salmonella*. These 'robust' *Salmonella *target genes were all further induced by the FOS diet. The pronounced effects of FOS on *Salmonella *translocation were reflected by a modest but highly consistent increase of all *Salmonella *target genes. Moreover, the total number of genes induced by *Salmonella *is nearly 3 times higher in FOS-fed rats than in cellulose-fed rats. However, biological processes identified to be affected by *Salmonella *in colon of FOS-fed rats were not different from those observed in cellulose-fed rats. So, the quality of the colonic response was the same, but clearly the magnitude of the response was increased by FOS feeding. Based on the physiological effects, larger gene expression differences might have been expected. The modest responses observed might be due to our focus on *Salmonella*-induced gene expression. It can not be totally excluded that FOS targets other genes and processes related to barrier function (in absence of infection) than *Salmonella*. However, the genes affected by *Salmonella *in FOS-fed rats did not show involvement of additional processes in comparison to their cellulose-fed counterparts. In our view, the enhanced expression of colonic *Salmonella *target genes in FOS-fed animals concomitant with stimulated translocation of this invasive pathogen indicates that infection and related inflammation is worsened by FOS supplementation. Histological analyses of intestinal samples from previous FOS intervention studies of our lab did not show presence of intestinal mucosal inflammation in non-infected FOS-fed rats in contrast to post-infection samples (data not shown). Therefore, we feel that the observed aggravation of the intestinal response is due to interaction of FOS and *Salmonella*.

It should be stressed, that genes identified as *Salmonella *target genes in the present study are not necessarily *Salmonella *specific, but may well result from colonic inflammation in general and thus be similar in other enteric infections. Furthermore, effects of dietary FOS on gut barrier function may not be restricted to changes in mRNA expression, but exist on the translational or functional level of proteins. For instance, internalization of the tight-junction proteins occludin, claudin and junctional adhesion molecule-A, caused by IFNγ, results in profound mucosal barrier changes [59]. This cellular translocation can occur without concomitant changes in mRNA gene expression. Detection of such effects would require a different approach from transcriptomics. Many studies report on possible therapeutic effects of FOS on intestinal disease such as IBD and pathogenic infection. In addition to an increase in ''beneficial" bacteria, the potential beneficial effects of FOS are based on the effects on surrogate markers, e.g. increase of mucin production [60], increase of the size and cytokine production of Peyer's patches and increased faecal or ileal IgA [61-63]. Changes in these markers are often presumed to reflect increased barrier function or resistance to pathogenic bacteria, but concomitant actual measurements of these functional effects are missing. In our study, genes involved in antimicrobial defense, immune response and inflammation were all induced by *Salmonella *infection and further enhanced by dietary FOS, but concomitantly translocation of *Salmonella *was evident and stimulated by FOS. Therefore, these surrogate markers should be interpreted with caution and always correlated with functional effects or clinical endpoints.

In this study we compared *Salmonella-*induced gene expression changes of two independent rat infection experiments at early time points after oral infection. The gene expression results were analyzed at two levels, at the level of gene expression itself and at the level of biological processes. Analysis at the level of gene expression showed some variation in the expression of individual genes between the two studies (table 2, Additional File 3). This variation between two studies can be due to the different time-points studied and the use of outbred rats showing inter-individual differences in infection kinetics. Rats did not all respond to *Salmonella *at the same time p.i. which is e.g. shown by individual gene expression levels of PAP (figure 4) and by serum IFNγ levels (figure 3). Variation in infection kinetics and inter-individual variation are expected features of infection studies in outbred species [64]. It can be argued that differences between studies, due to differences in time points measured or infection kinetics, will result in more pronounced variance at the level of individual genes than at the level of physiological processes [65,66]. Indeed, analysis of gene expression at the level of biological processes showed that both studies gave highly comparable *Salmonella*-induced effects at early time points.

In the dietary infection study, we were interested whether the FOS-stimulated *Salmonella *translocation was reflected in colonic gene expression changes. We observed an overlap in gene expression changes observed in the two experimental diets, and an additional set of 58 genes which were only significantly affected in the FOS-fed rats. Although the list of altered genes was different in FOS fed rats, this was not the case at the process level as exactly the same processes were observed for both dietary groups. This indicates involvement of similar underlying biological processes in cellulose and FOS-fed infected rats and no obvious role for other processes.

Comparison at the level of biological processes is a powerful tool to interpret microarray experiments and enables comparison of different microarray datasets [67]. Comparison at gene level has some drawbacks, one is redundancy in gene function, which means that different genes can provide the same physiological effect. In addition, the homeostatic condition as well as the precise nature of the stimulus will determine how individual genes within a process are controlled to provide the necessary physiological response. Differences in responses of individual genes are filtered out when they are analyzed at the level of pathways or processes. However, the translation of differentially expressed genes into biological processes also suffers from limitations [68]. The most important limitation is that annotations to pathways and processes are incomplete. Therefore it is important that results from pathway analysis are manually supplemented with the remaining significant genes using biological databases and scientific literature.

## Conclusion

In conclusion, our results show that, in addition to the ileum, the colon mucosa is clearly a target for *Salmonella *infection. Early *Salmonella*-induced changes were observed in transport and oxidative stress, while at later stage, most likely secondary, infection and inflammation responses were observed. Some findings confirm expected results, such as induction of an immune and inflammatory response. However, the *Salmonella*-induced immune response in colon is clearly different from that in ileum. We newly identified that colonic transport processes and proteolysis are affected by *Salmonella *infection and that pancreatitis associated protein was the most responsive gene in *Salmonella *infected rat colon.

An important observation is that FOS-stimulated *Salmonella *translocation (as measured by urinary NO_x_), does not induce other processes than those observed in cellulose-fed and *Salmonella *infected rats. So, the quality or diversity of the colonic host response to *Salmonella *is not affected by colonic FOS fermentation in contrast to the magnitude of response. As far as we know, there are no literature data pointing to a functional effect of FOS in the ileum. Therefore, the FOS effects on *Salmonella *translocation are most likely due to colonic effects. Understanding the changes caused by FOS alone may provide insight in processes that ultimately result in the observed weakening of the barrier.

## Methods

### Time course infection study

#### Animals, diet and infection

The experimental protocols were approved by the animal welfare committee of Wageningen University (Wageningen, the Netherlands). Specific pathogen-free male outbred 9 weeks old Wister rats (WU, Harlan, Horst, the Netherlands, n = 48 in total), were housed individually in metabolic cages. All animals were kept in a temperature (22–24°C) and humidity (50–60%) controlled room with a 12 h light/dark cycle (lights on from 6 AM to 6 PM). Rats were fed a purified diet during the whole experimental period. The diet contained (per kg) 200 g acid casein, 502 g glucose, 160 g palm oil, 40 g corn oil, 50 g cellulose, 35 g mineral mix (without calcium) and 10 g vitamin mix according to AIN93 recommendations [69]. Diets were low in calcium content (20 mmol CaHPO_4_.2H_2_O/kg) and high in fat content (200 g fat/kg)[16] to mimic the composition of a Western human diet. Food and demineralized drinking water were supplied *ad libitum*. The animals were acclimatized to the housing and dietary condition for 11 days, after which they were orally infected with *S. enteritidis *(clinical isolate, phage type 4 according to international standards; B1214 culture of NIZO food research, Ede, the Netherlands). *Salmonella *infection was performed by gastric gavage with 1 mL of saline containing 3 × 10^9 ^colony forming units (CFU) of *S. enteritidis*. Non-infected rats received saline only (control). *S. enteritidis *was cultured and stored, as described earlier [23]. Fresh fecal samples were collected on days 1, 2, 3 and 6 post infection (p.i.) and analyzed for viable *Salmonella *by plating 10-fold dilutions in sterile saline on Modified Brilliant Green Agar (Oxoid, Basingstoke, UK) and incubating aerobically overnight at 37°C. Sulphamandelate (Oxoid) was added to the agar plates to suppress swarming bacteria, such as Proteus species. The detection limit of this method was 10^2 ^CFU/g fecal wet weight. Total 24 h urine samples were collected from the day before oral infection of the rats until day 6 after infection. Urines were preserved by adding oxytetracycline to the urine collection vessels of the metabolic cages, and analyzed for the nitric oxide metabolites nitrite and nitrate (summed as NO_x_) by a colorimetric method (Nr. 1746081; Roche diagnostics, Mannheim, Germany).

Rats were sacrificed on day 1, 3 or 6 post infection and control (n = 8 rats per treatment and per time point). Rats were killed by carbon dioxide inhalation. Blood was collected by orbita puncture. Blood was coagulated for 30 minutes at room temperature, cooled to 4°C and centrifuged 20 minutes by 3000 g. Serum was collected and frozen at -80°C. The mesenteric lymph nodes (MLN), spleen and liver were excised aseptically, weighed, homogenized (Ultraturrax Pro200, Pro Scientific Inc. Oxford, CT) in sterile saline, serially diluted, and plated to culture for *Salmonella*, as described above. The detection limit was 10^2 ^CFU/g tissue. To obtain colonic mucosa, the colon was taken out, longitudinally opened and colonic contents removed by a quick rinse in 154 mM KCl. The mucosa was scraped off using a spatula. The scrapings were immediately frozen in liquid nitrogen and stored at -80°C for RNA extraction.

#### RNA isolation

Colon scrapings were homogenized in liquid N_2 _using a mortar and pestle cooled with liquid N_2._(Fisher Emergo, Landsmeer, The Netherlands). Total RNA was isolated from these homogenates using TRIzol reagent (Invitrogen, San Diego, CA) according to the manufacturer's instructions. Total RNA was purified using Rneasy columns (Qiagen, Chatsworth, CA). Absence of RNA degradation was checked on a 1% TBE/agarose gel after 1 hour incubation at 37°C. The purity and concentration were measured with the Nanodrop (Isogen Life Science, Maarssen, The Netherlands). OD A_260_/A_280 _ratios were all between 2.08 and 2.10 indicating RNA of high purity.

#### Analysis of mRNA expression by Oligo Arrays

For microarray hybridization, equal amounts of RNA of each animal were pooled per treatment group. Arrays were performed in duplicate. For this, RNA pools were split and separately reverse transcribed and labeled with Cy-5. A standard reference sample, consisting of a pool of all colonic RNA was labeled with Cy-3. For each oligo array, 35 μg of total RNA was used to make Cy-5 or Cy-3 labeled cDNA. Total RNA was mixed with 4 μg T21 primer, heated at 65°C for 3 min (RNA denaturation) followed by 25°C for 10 min (primer annealing). cDNA was synthesized by adding 5× first strand buffer (Invitrogen), 10 mM DTT, 0.5 mM dATP, 0.5 mM dGTP, 0.5 mM dTTP, 0.04 mM dCTP, 0.04 mM Cy5-dCTP or Cy3-dCTP, 1.2 U RnaseOUT and 6 U SuperScript II Reverse Transcriptase to a total volume of 62.5 μL. The reaction was incubated at 42°C for 2 h. Purification, precipitation and denaturation of the labeled cDNA were performed as described earlier [70].

The 44 K rat whole genome Agilent array (G4131A, Agilent Technologies, Inc. Santa Clara, CA) used consists of 44290 60-mer rat oligonucleotides, including ~ 3000 control spots. The Cy5 labeled cDNAs of the *Salmonella *infected groups and the non-infected groups were mixed 1:1 with the Cy3 reference labeled cDNA, mixed with 2× hybridization buffer (Agilent Technologies) and 10× control targets (Agilent Technologies) and hybridized for 17 hours at 60°C in Agilent hybridization chambers in an Agilent hybridization oven rotating at 4 rpm (Agilent Technologies). After hybridization the arrays were washed with an SSPE wash procedure (Agilent Technologies) and scanned with an Agilent Microarray Scanner (Agilent Technologies).

#### Data analysis

Signal intensities for each spot were quantified using Feature Extraction 8.1 (Agilent Technologies). The data of the time course infections study are available in Additional File 4 and have been deposited in NCBIs Gene Expression Omnibus [71] and are accessible through GEO Series accession number GSE7496. Median density values and background values of each spot were extracted for both the experimental samples (Cy5) and the reference samples (Cy3). Quality check was performed for each microarray using both LimmaGUI package in R from Bioconductor [72] and Microsoft Excel. Data was exported into GeneMaths XT (Applied Maths, Sint-Martens-Latem, Belgium) for analysis. We discarded spots with an average intensity, over all arrays, of Cy5 lower than 2-fold above average background. Then, the Cy5 intensities were normalized against the Cy3 reference as described before [73]. The gene expressions of duplicate arrays were averaged. 

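Between the non-infected day 1 and day 6 pools the SD of the log2 difference over 32460 probes was 0.13, which is about the SD of 0.14 between the duplicate arrays of the non-infected day 1 pool. Their log2 ratios to the reference had a Pearson correlation of 0.951 across probes, which are not independent replicates. The non-infected day 3 pool differed more from both, with an SD of 0.21 and correlations of 0.877 and 0.866.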

Array data of non-infected rats, killed on section day 1 and 6 were highly comparable and could therefore be considered as one group and were averaged. 

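The probes named as mast cell proteases and above background were 19. In the non-infected day 3 pool 18 of them were lower than in both other non-infected pools, with a median log2 difference of -0.94 from the mean of the day 1 and day 6 pools. Against this mean 15 probes were more than 1.5-fold and 9 more than 2-fold lower. The exception was Mcpt6 (log2 difference 0.02). The mast cell tryptase Tpsab1, which is not among the 19 probes and was chosen after its values were seen, was not lower either (0.09). The largest differences were those of a probe of LOC290247 (-1.36) and of Mcpt1l4 (-1.33). Of the 10 probes with the largest decrease in this pool, 6 were mast cell protease probes. No test was run on this comparison of 1 pool with 2. In the infected day 3 pool 17 of the 19 probes were lower than in both control pools as well (median log2 difference -0.82 from their mean). Most were also below the mean of the control pools in the infected day 1 pool (17 of 19, median -0.29) and the infected day 6 pool (18 of 19, median -0.38).

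**Figure D4:**
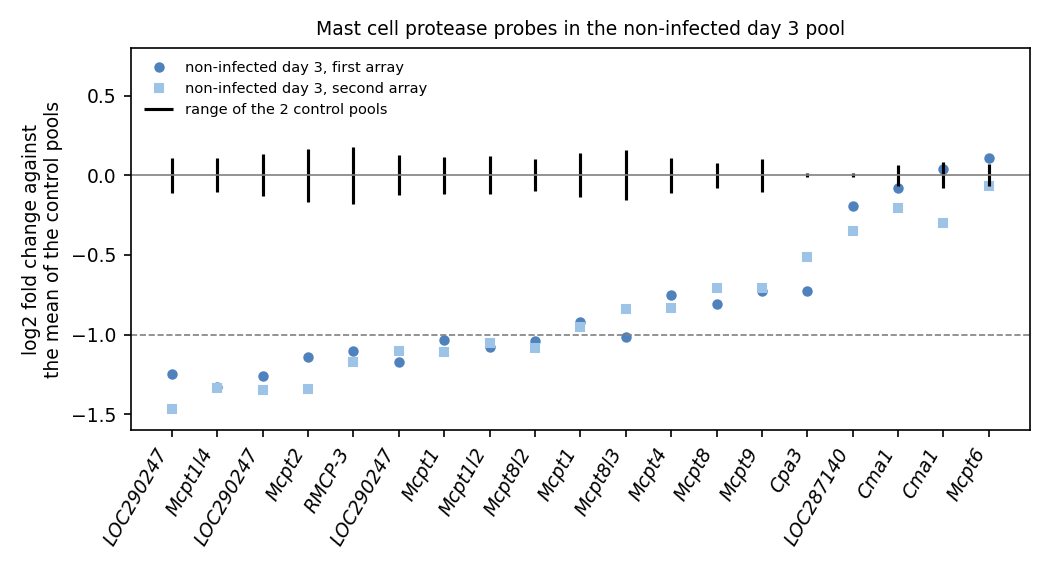
Points give the log2 fold change (vertical axis) of 19 mast cell protease probes on each array of the non-infected day 3 pool against the mean of the non-infected day 1 and day 6 pools, and black bars give the range of those 2 pools. The dashed line marks 2-fold lower expression, and 9 probes have a pool mean below it.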

For unknown reason, arrays of non-infected rats killed on day 3 showed reduced expression of 14 mast cell protease genes when compared with non-infected rats of both days 1 and 6, which were highly comparable. Therefore, we decided not to include the non-infected rats of day 3. Cluster analysis and Principle component analysis were performed using GeneMaths XT. Infected/control ratio's between 0–1 were expressed as the negative inverse (-1/value) for easier interpretation. Genes that changed more than 2-fold in comparison with controls at one of the time points studied were selected for pathway analysis. Pathway analysis was performed using two pathway programs, MetaCore (GeneGo Inc, St. Joseph, MI)[18]and ErmineJ [19], using Agilent gene annotation (Agilent Technologies, version 20060331). Processes were identified using statistical over-representation in both pathway programs. Since only 40% of the genes were annotated to GO processes in both pathway programs, processes with a p-value < 0.001 were manually supplemented with non-annotated genes with FC > 2 using biological databases (BIOcarta, SOURCE, GenMAPP, KEGG) and scientific literature.

#### Analysis of mRNA expression by Real-time Quantitative RT-PCR

Real-time Quantitative RT-PCR (Q-PCR) was performed on individual samples (n = 8 per group). 1 μg of RNA of all individual samples was used for the cDNA synthesis using the iScript cDNA synthesis kit of Bio-Rad Laboratories (Veenendaal, The Netherlands). Real-time reactions were performed by means of the iQ SYBR Green Supermix of Bio-Rad using the MyIQ single-color real-time PCR detection system (Bio-Rad). Each reaction (25 μl) contained 12.5 μl iQ SYBR green supermix, 1 μl forward primer (10 μM), 1 μl reverse primer (10 μM), 8.5 μl RNase-free water and 2 μl diluted cDNA. The following cycles were performed 1× 3 min at 95°C, 40 amplification cycles (40× 10 s 95°C, 45 s 60°C), 1× 1 min 95°C, 1× 1 min 62°C and a melting curve (80× 10 s 55°C with an increase of 0.5°C per 10 s). A negative control without cDNA template was run with every assay. The optimal melting point of dsDNA (Tm) and the efficiency of the reaction were optimized beforehand. Data were normalized against the reference genes Ribosomal protein S29 (*Rps29*), ADP-Ribosylation Factor 1 (*Arf1*) and β-actin. *Rps29 *and *Arf1 *were chosen on the basis of microarray data which showed similar expression levels for all microarrays, β-actin was chosen as this is a well accepted reference gene. Primers were designed using Beacon designer 4 (Premier Biosoft International, Palo Alto, CA). For sequences see Additional File 5. A standard curve for all genes including reference genes was generated using serial dilutions of a pooled sample (cDNA from all reactions). mRNA levels were determined from the appropriate standard curve. Samples with mRNA levels below the lowest standard value, and thus below detection level, were given half the value of this lowest standard. Analysis of all individual samples was performed in duplicate.

#### Serum Interferon Gamma

The serum Interferon Gamma (IFNγ) concentration of individual rats was determined by an enzyme-linked immunosorbent assay (ELISA) specific for rats (Biosource International, Camarillo, CA) according to the manufacturer's protocol.

### Dietary infection study

#### Animals, diet and infection

A dietary intervention was performed to study the effect of FOS on *S. enteritidis*-induced gene expression. Specific pathogen-free male outbred Wister rats (8 weeks old, mean body weight of 253 g; n = 48 in total) were housed as described above (time course infection study). Rats were fed the same diet as described above. The experimental diets both contained 20 g/kg cellulose and were supplemented with either 60 g/kg FOS (purity 93%; Raftilose P95, Orafti, Tienen, Belgium) or additional 60 g/kg cellulose as described earlier [23]. Animals were fed restricted quantities (14 g/day) of the purified diet. Restricted food intake was necessary to prevent differences in food consumption and hence differences in vitamin and mineral intake as observed earlier in FOS interventions [11]. After an adaptation period of 14 days, rats were orally infected with 4 × 10^8 ^CFU of *S. enteritidis *or control-treated as described above. On day 2 p.i., 12 infected FOS-fed rats, 12 infected rats fed the cellulose diet, and 12 control-treated non-infected rats fed the cellulose diet were sacrificed to obtain colonic mucosal RNA. Two additional groups of rats fed either FOS (n = 6) or the cellulose diet (n = 6) and infected with *Salmonella *were kept until day 8 p.i. for determination of urinary NO_x _excretion in time as described above.

#### Analysis of mRNA expression by Oligo Arrays and Real-time Quantitative RT-PCR

RNA isolation and analysis of mRNA expression by microarray (pooled samples) and Q-PCR (n = 12 per treatment group) were performed as described above. Arrays were scanned with a Scanarray Express HT scanner (Perkin Elmer). Signal intensities for each spot were quantified using ArrayVision 8.0 (GE Healthcare life sciences). Data analysis was performed as described above. The data of the dietary infection study available in Additional File 6 and have been deposited in NCBIs Gene Expression Omnibus [71] and are accessible through GEO Series accession number GSE7472.

### Statistical analysis

Results are expressed as median or mean depending on normality of distribution as indicated. We used Prism 4 for all statistics (Prism 4, GraphPad software Inc., San Diego, CA). Data was analyzed using the Student's t-test (two-sided). Non-normally distributed data was analyzed using the non-parametric Mann-Whitney U test (two sided). Differences were considered statistically significant when p < 0.05.

## Authors' contributions

WR, EK, CV and SR performed the experiments. WR performed the data analysis, interpreted the results and drafted the manuscript. JK and IB participated in the design of the study, in evaluation of the results and in revision of the manuscript. RvdM and MK discussed the results and critically read the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Salmonella affected colonic genes. Genes that were upregulated or downregulated at least 1.5-fold in rat colon mucosa by *Salmonella *at days 1, 3 and 6 after oral *Salmonella *infection compared to colon mucosa of non-infected rats. Genes are ordered based on function and within functional category based on absolute fold change. Click here for file

Additional file 2 Housekeeping and cell type specific genes. The fold change in expression of housekeeping genes and cell-type specific genes in the colon mucosa at days 1, 3 and 6 after oral *Salmonella *infection. Click here for file

Additional file 3 Dietary modulated genes. Processes regulated in colon by *Salmonella *at day 2 in cellulose fed and FOS fed rats. Click here for file

Additional file 4 Time course infection study. Complete dataset of the time course infection study. Click here for file

Additional file 5 Primer sequences. Sequences of the primers used for Q-PCR analysis. Click here for file

Additional file 6 Dietary infection study. Complete dataset of the dietary infection study. Click here for file

## References

[B1] Barrow PA (2007). Salmonella infections: immune and non-immune protection with vaccines. Avian Pathol.

[B2] Herikstad H, Motarjemi Y, Tauxe RV (2002). Salmonella surveillance: a global survey of public health serotyping. Epidemiol Infect.

[B3] Havelaar AH, Garssen J, Takumi K, Koedam MA, Dufrenne JB, van Leusden FM, de La Fonteyne L, Bousema JT, Vos JG (2001). A rat model for dose-response relationships of Salmonella Enteritidis infection. J Appl Microbiol.

[B4] Naughton PJ, Grant G, Spencer RJ, Bardocz S, Pusztai A (1996). A rat model of infection by Salmonella typhimurium or Salm. enteritidis. J Appl Bacteriol.

[B5] Rodenburg W, Bovee-Oudenhoven IMJ, Kramer E, van der Meer R, Keijer J (2007). Gene expression response of the rat small intestine following oral Salmonella infection. Physiological Genomics.

[B6] Mandal BK, Mani V (1976). Colonic involvement in salmonellosis. Lancet.

[B7] McGovern VJ, Slavutin LJ (1979). Pathology of salmonella colitis. Am J Surg Pathol.

[B8] Vender RJ, Marignani P (1983). Salmonella colitis presenting as a segmental colitis resembling Crohn's disease. Dig Dis Sci.

[B9] Honer zu Bentrup K, Ramamurthy R, Ott CM, Emami K, Nelman-Gonzalez M, Wilson JW, Richter EG, Goodwin TJ, Alexander JS, Pierson DL, Pellis N, Buchanan KL, Nickerson CA (2006). Three-dimensional organotypic models of human colonic epithelium to study the early stages of enteric salmonellosis. Microbes Infect.

[B10] Argenzio RA, Meuten DJ (1991). Short-chain fatty acids induce reversible injury of porcine colon. Dig Dis Sci.

[B11] Bovee-Oudenhoven IM, ten Bruggencate SJ, Lettink-Wissink ML, van der Meer R (2003). Dietary fructo-oligosaccharides and lactulose inhibit intestinal colonisation but stimulate translocation of salmonella in rats. Gut.

[B12] Gibson GR (1999). Dietary modulation of the human gut microflora using the prebiotics oligofructose and inulin. J Nutr.

[B13] Ten Bruggencate SJ, Bovee-Oudenhoven IM, Lettink-Wissink ML, Van der Meer R (2005). Dietary fructooligosaccharides increase intestinal permeability in rats. J Nutr.

[B14] Andersson HB, Ellegard LH, Bosaeus IG (1999). Nondigestibility characteristics of inulin and oligofructose in humans. J Nutr.

[B15] Heijnen AM, Brink EJ, Lemmens AG, Beynen AC (1993). Ileal pH and apparent absorption of magnesium in rats fed on diets containing either lactose or lactulose. Br J Nutr.

[B16] Bovee-Oudenhoven IM, Termont DS, Weerkamp AH, Faassen-Peters MA, Van der Meer R (1997). Dietary calcium inhibits the intestinal colonization and translocation of Salmonella in rats. Gastroenterology.

[B17] Oudenhoven IM, Klaasen HL, Lapre JA, Weerkamp AH, Van der Meer R (1994). Nitric oxide-derived urinary nitrate as a marker of intestinal bacterial translocation in rats. Gastroenterology.

[B18] Ekins S, Nikolsky Y, Bugrim A, Kirillov E, Nikolskaya T (2007). Pathway mapping tools for analysis of high content data. Methods Mol Biol.

[B19] Lee HK, Braynen W, Keshav K, Pavlidis P (2005). ErmineJ: tool for functional analysis of gene expression data sets. BMC Bioinformatics.

[B20] Hsiao LL, Dangond F, Yoshida T, Hong R, Jensen RV, Misra J, Dillon W, Lee KF, Clark KE, Haverty P, Weng Z, Mutter GL, Frosch MP, Macdonald ME, Milford EL, Crum CP, Bueno R, Pratt RE, Mahadevappa M, Warrington JA, Stephanopoulos G, Stephanopoulos G, Gullans SR (2001). A compendium of gene expression in normal human tissues. Physiol Genomics.

[B21] Knight PA, Pemberton AD, Robertson KA, Roy DJ, Wright SH, Miller HR (2004). Expression profiling reveals novel innate and inflammatory responses in the jejunal epithelial compartment during infection with Trichinella spiralis. Infect Immun.

[B22] Anderle P, Rakhmanova V, Woodford K, Zerangue N, Sadee W (2003). Messenger RNA expression of transporter and ion channel genes in undifferentiated and differentiated Caco-2 cells compared to human intestines. Pharm Res.

[B23] Ten Bruggencate SJ, Bovee-Oudenhoven IM, Lettink-Wissink ML, Van der Meer R (2003). Dietary fructo-oligosaccharides dose-dependently increase translocation of salmonella in rats. J Nutr.

[B24] Eckmann L, Smith JR, Housley MP, Dwinell MB, Kagnoff MF (2000). Analysis by high density cDNA arrays of altered gene expression in human intestinal epithelial cells in response to infection with the invasive enteric bacteria Salmonella. J Biol Chem.

[B25] Kagnoff MF, Eckmann L (1997). Epithelial cells as sensors for microbial infection. J Clin Invest.

[B26] Naughton PJ, Grant G, Ewen SW, Spencer RJ, Brown DS, Pusztai A, Bardocz S (1995). Salmonella typhimurium and Salmonella enteritidis induce gut growth and increase the polyamine content of the rat small intestine in vivo. FEMS Immunol Med Microbiol.

[B27] Gray JT, Fedorka-Cray PJ, Stabel TJ, Ackermann MR (1995). Influence of inoculation route on the carrier state of Salmonella choleraesuis in swine. Vet Microbiol.

[B28] Rout WR, Formal SB, Dammin GJ, Giannella RA (1974). Pathophysiology of Salmonella diarrhea in the Rhesus monkey: Intestinal transport, morphological and bacteriological studies. Gastroenterology.

[B29] Hughes EA, Galan JE (2002). Immune response to Salmonella: location, location, location?. Immunity.

[B30] Kops SK, Lowe DK, Bement WM, West AB (1996). Migration of Salmonella typhi through intestinal epithelial monolayers: an in vitro study. Microbiol Immunol.

[B31] Chong C, Bost KL, Clements JD (1996). Differential production of interleukin-12 mRNA by murine macrophages in response to viable or killed Salmonella spp. Infect Immun.

[B32] Eckmann L, Kagnoff MF (2001). Cytokines in host defense against Salmonella. Microbes Infect.

[B33] John B, Rajagopal D, Pashine A, Rath S, George A, Bal V (2002). Role of IL-12-independent and IL-12-dependent pathways in regulating generation of the IFN-gamma component of T cell responses to Salmonella typhimurium. J Immunol.

[B34] Jouanguy E, Doffinger R, Dupuis S, Pallier A, Altare F, Casanova JL (1999). IL-12 and IFN-gamma in host defense against mycobacteria and salmonella in mice and men. Curr Opin Immunol.

[B35] Mastroeni P, Harrison JA, Chabalgoity JA, Hormaeche CE (1996). Effect of interleukin 12 neutralization on host resistance and gamma interferon production in mouse typhoid. Infect Immun.

[B36] Mastroeni P, Harrison JA, Robinson JH, Clare S, Khan S, Maskell DJ, Dougan G, Hormaeche CE (1998). Interleukin-12 is required for control of the growth of attenuated aromatic-compound-dependent salmonellae in BALB/c mice: role of gamma interferon and macrophage activation. Infect Immun.

[B37] VanCott JL, Staats HF, Pascual DW, Roberts M, Chatfield SN, Yamamoto M, Coste M, Carter PB, Kiyono H, McGhee JR (1996). Regulation of mucosal and systemic antibody responses by T helper cell subsets, macrophages, and derived cytokines following oral immunization with live recombinant Salmonella. J Immunol.

[B38] Kagaya K, Watanabe K, Fukazawa Y (1989). Capacity of recombinant gamma interferon to activate macrophages for Salmonella-killing activity. Infect Immun.

[B39] Taylor GA, Feng CG, Sher A (2004). p47 GTPases: regulators of immunity to intracellular pathogens. Nat Rev Immunol.

[B40] Singh SB, Davis AS, Taylor GA, Deretic V (2006). Human IRGM induces autophagy to eliminate intracellular mycobacteria. Science.

[B41] Mastroeni P, Clare S, Khan S, Harrison JA, Hormaeche CE, Okamura H, Kurimoto M, Dougan G (1999). Interleukin 18 contributes to host resistance and gamma interferon production in mice infected with virulent Salmonella typhimurium. Infect Immun.

[B42] Niewold TA, Veldhuizen EJ, van der Meulen J, Haagsman HP, de Wit AA, Smits MA, Tersteeg MH, Hulst MM (2007). The early transcriptional response of pig small intestinal mucosa to invasion by Salmonella enterica serovar typhimurium DT104. Mol Immunol.

[B43] Dieckgraefe BK, Stenson WF, Korzenik JR, Swanson PE, Harrington CA (2000). Analysis of mucosal gene expression in inflammatory bowel disease by parallel oligonucleotide arrays. Physiol Genomics.

[B44] Gironella M, Iovanna JL, Sans M, Gil F, Penalva M, Closa D, Miquel R, Pique JM, Panes J (2005). Anti-inflammatory effects of pancreatitis associated protein in inflammatory bowel disease. Gut.

[B45] Ogawa H, Fukushima K, Naito H, Funayama Y, Unno M, Takahashi K, Kitayama T, Matsuno S, Ohtani H, Takasawa S, Okamoto H, Sasaki I (2003). Increased expression of HIP/PAP and regenerating gene III in human inflammatory bowel disease and a murine bacterial reconstitution model. Inflamm Bowel Dis.

[B46] Cash HL, Whitham CV, Behrendt CL, Hooper LV (2006). Symbiotic bacteria direct expression of an intestinal bactericidal lectin. Science.

[B47] Iovanna JL, Keim V, Bosshard A, Orelle B, Frigerio JM, Dusetti N, Dagorn JC (1993). PAP, a pancreatic secretory protein induced during acute pancreatitis, is expressed in rat intestine. Am J Physiol.

[B48] Poullis A, Foster R, Northfield TC, Mendall MA (2002). Review article: faecal markers in the assessment of activity in inflammatory bowel disease. Aliment Pharmacol Ther.

[B49] de Boer VC, van Schothorst EM, Dihal AA, van der Woude H, Arts IC, Rietjens IM, Hollman PC, Keijer J (2006). Chronic quercetin exposure affects fatty acid catabolism in rat lung. Cell Mol Life Sci.

[B50] Collier-Hyams LS, Sloane V, Batten BC, Neish AS (2005). Cutting edge: bacterial modulation of epithelial signaling via changes in neddylation of cullin-1. J Immunol.

[B51] Ismail AS, Hooper LV (2005). Epithelial cells and their neighbors. IV. Bacterial contributions to intestinal epithelial barrier integrity. Am J Physiol Gastrointest Liver Physiol.

[B52] Kelly D, Campbell JI, King TP, Grant G, Jansson EA, Coutts AG, Pettersson S, Conway S (2004). Commensal anaerobic gut bacteria attenuate inflammation by regulating nuclear-cytoplasmic shuttling of PPAR-gamma and RelA. Nat Immunol.

[B53] Morgan ET, Li-Masters T, Cheng PY (2002). Mechanisms of cytochrome P450 regulation by inflammatory mediators. Toxicology.

[B54] Renton KW (2001). Alteration of drug biotransformation and elimination during infection and inflammation. Pharmacol Ther.

[B55] Finlay BB, Brumell JH (2000). Salmonella interactions with host cells: in vitro to in vivo. Philos Trans R Soc Lond B Biol Sci.

[B56] Ten Bruggencate SJ, Bovee-Oudenhoven IM, Lettink-Wissink ML, Katan MB, van der Meer R (2006). Dietary fructooligosaccharides affect intestinal barrier function in healthy men. J Nutr.

[B57] Durant JA, Corrier DE, Ricke SC (2000). Short-chain volatile fatty acids modulate the expression of the hilA and invF genes of Salmonella typhimurium. J Food Prot.

[B58] Lawhon SD, Maurer R, Suyemoto M, Altier C (2002). Intestinal short-chain fatty acids alter Salmonella typhimurium invasion gene expression and virulence through BarA/SirA. Mol Microbiol.

[B59] Bruewer M, Utech M, Ivanov AI, Hopkins AM, Parkos CA, Nusrat A (2005). Interferon-gamma induces internalization of epithelial tight junction proteins via a macropinocytosis-like process. Faseb J.

[B60] Schmidt-Wittig U, Enss ML, Coenen M, Gartner K, Hedrich HJ (1996). Response of rat colonic mucosa to a high fiber diet. Ann Nutr Metab.

[B61] Hosono A, Ozawa A, Kato R, Ohnishi Y, Nakanishi Y, Kimura T, Nakamura R (2003). Dietary fructooligosaccharides induce immunoregulation of intestinal IgA secretion by murine Peyer's patch cells. Biosci Biotechnol Biochem.

[B62] Roller M, Rechkemmer G, Watzl B (2004). Prebiotic inulin enriched with oligofructose in combination with the probiotics Lactobacillus rhamnosus and Bifidobacterium lactis modulates intestinal immune functions in rats. J Nutr.

[B63] Swanson KS, Grieshop CM, Flickinger EA, Bauer LL, Healy HP, Dawson KA, Merchen NR, Fahey GC (2002). Supplemental fructooligosaccharides and mannanoligosaccharides influence immune function, ileal and total tract nutrient digestibilities, microbial populations and concentrations of protein catabolites in the large bowel of dogs. J Nutr.

[B64] Hyland KA, Kohrt L, Vulchanova L, Murtaugh MP (2006). Mucosal innate immune response to intragastric infection by Salmonella enterica serovar Choleraesuis. Mol Immunol.

[B65] Segal E, Friedman N, Kaminski N, Regev A, Koller D (2005). From signatures to models: understanding cancer using microarrays. Nat Genet.

[B66] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

[B67] Manoli T, Gretz N, Grone HJ, Kenzelmann M, Eils R, Brors B (2006). Group testing for pathway analysis improves comparability of different microarray datasets. Bioinformatics.

[B68] Khatri P, Draghici S (2005). Ontological analysis of gene expression data: current tools, limitations, and open problems. Bioinformatics.

[B69] Reeves PG, Nielsen FH, Fahey GC (1993). AIN-93 purified diets for laboratory rodents: final report of the American Institute of Nutrition ad hoc writing committee on the reformulation of the AIN-76A rodent diet. J Nutr.

[B70] van Hal NL, Vorst O, van Houwelingen AM, Kok EJ, Peijnenburg A, Aharoni A, van Tunen AJ, Keijer J (2000). The application of DNA microarrays in gene expression analysis. J Biotechnol.

[B71] NCBI GEO website http://www.ncbi.nlm.nih.gov/geo/.

[B72] Wettenhall JM, Smyth GK (2004). limmaGUI: a graphical user interface for linear modeling of microarray data. Bioinformatics.

[B73] Pellis L, Franssen-van Hal NL, Burema J, Keijer J (2003). The intraclass correlation coefficient applied for evaluation of data correction, labeling methods, and rectal biopsy sampling in DNA microarray experiments. Physiol Genomics.

# Supplementary material for: Salmonella induces prominent gene expression in the rat colon
**Source:** BMC Microbiol. 2007 Sep 12;7:84. doi: 10.1186/1471-2180-7-84
**Supplement:** Additional file 1 — Salmonella affected colonic genes. Genes that were upregulated or downregulated at least 1.5-fold in rat colon mucosa by Salmonella at days 1, 3 and 6 after oral Salmonella infection compared to colon mucosa of non-infected rats. Genes are ordered based on function and within functional category based on absolute fold change.

Additional file 1

Genes that were upregulated or downregulated at least 1.5-fold in rat colon mucosa by *Salmonella* at days 1, 3 and 6 after oral *Salmonella* infection compared to colon mucosa of non-infected rats. Genes are ordered based on function and within functional category based on absolute fold change. Values in bold exceed cut-off value FC>2 or FC<-2. Values -1,5 <FC< 1,5 are indicated by (-).

# Supplementary material for: Salmonella induces prominent gene expression in the rat colon
**Source:** BMC Microbiol. 2007 Sep 12;7:84. doi: 10.1186/1471-2180-7-84
**Supplement:** Additional file 2 — Housekeeping and cell type specific genes. The fold change in expression of housekeeping genes and cell-type specific genes in the colon mucosa at days 1, 3 and 6 after oral Salmonella infection.

Additional file 2

The fold change in expression of housekeeping genes and cell-type specific genes in the colon mucosa at days 1, 3 and 6 after oral *Salmonella* infection.

| Gene Name | | Gene symbol | Sequence ID | Fold Change infected vs non-infected rats on different days p.i. | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Time course infection study | | | Dietary infection studya |
|  | |  |  | Day 1 | Day 3 | Day 6 | Day 2 |
| **Housekeeping genes** | |  |  |  |  |  |  |
| Actin beta | | Actb | NM_031144 | 1.1 | 1.2 | 1.1 | 1.2 |
| Glyceraldehyde-3-phosphate dehydrogenase | | Gapdh | NM_017008 | 1.0 | 1.0 | 1.0 | 1.0 |
| Aldolase a, fructose-biphosphate | | Aldoa | NM_01495 | 1.1 | 1.0 | 1.0 | -1.1 |
| Phosphoglucerate kinase 1 | | Pgk | NM_053291 | 1.0 | 1.2 | 1.2 | 1.1 |
| Adp-ribosylation factor 1 | | Arf | NM_022518 | 1.0 | 1.0 | 1.0 | 1.1 |
| H3 histone, family 3B | | H3f3b | NM_053985 | 1.0 | -1.1 | 1.0 | 1.0 |
| Succinate dehydrogenase complex, subunit A | | Sdha | NM_0130428 | 1.0 | -1.1 | -1.1 | 1.0 |
| Ribosomal protein S26 | | Rps26 | NM_013224 | -1.1 | -1.1 | 1.0 | 1.1 |
| Pleckstrin homology domain-containing family A member 3 | | Plekha3 | NM_001013077 | 1.0 | -1.1 | 1.0 | 1.1 |
| **Cell type specific genes** | |  |  |  |  |  |  |
| *Enterocyte* | |  |  |  |  |  |  |
| Intestinal fatty acid binding protein 2 | | Fabp2 | NM_013068 | -1.6 | -1.5 | -2.0 | -1.5 |
| Villin 2 | | Vil2 | NM_019357 | 1.2 | 1.1 | 1.0 | 1.0 |
| Intestinal alkaline phosphatase-II gene | | Alpi2 | NM_022680 | 1.1 | 1.0 | -1.0 | -1.3 |
| *Goblet Cell* | |  |  |  |  |  |  |
| Colonic mucin 2 | | Muc2 | TC556623 | -1.1 | -1.0 | -1.1 | -1.1 |
| Mucin 3 | | Muc3 | U76551 | 1.7 | 1.3 | 1.3 | 1.0 |
| Trefoil factor 1 | | Tff1 | NM_057129 | -1.0 | -1.0 | -1.2 | -1.2 |
| Trefoil factor 3 | | Tff3 | NM_013042 | 1.1 | -1.4 | 1.0 | 1.2 |
| Chloride channel calcium activated 3 | | Clca3 | XM_217689 | 1.1 | -1.5 | -1.2 | -1.2 |
| Chloride channel calcium activated 6 | | Clca6 | NM_201419 | 2.3 | 2.2 | 3.7 | 2.3 |
| Sialyltransferase 8 B | | Siat8b | NM_057156 | -1.0 | 1.0 | 1.0 | ND |
| Sialyltransferase 9 | | Siat9 | NM_031337 | 1.1 | 1.0 | 1.0 | 1.2 |
| *Leukocytes* |  | |  |  |  |  |  |
| Leukocyte cell derived chemotaxin 1 | Lect1 | | NM_030854 | 1.2 | 1.2 | 1.1 | 1.1 |
| CD84 leukocyte antigen | CD84 | | XM_577290 | 1.1 | -1.0 | 1.5 | ND |
| SP140 nuclear body protein | Sp140 | | XM_237361 | 1.1 | -1.0 | 1.2 | 1.1 |
| Leucocyte specific transcript 1 | Lst1 | | NM_022634 | -1.0 | 1.2 | 1.1 | -1.0 |
| RT1 class I, CE12 | RT1-CE12 | | XM_227986 | 1.2 | 1.0 | 1.5 | 1.1 |
| RT1 class Ib, locus Aw2 | RT1-Aw2 | | Y13890 | 1.1 | -1.0 | 1.6 | 1.0 |
| Granzyme A | Gzma | | NM_153468 | 1.0 | -1.0 | 1.7 | 1.0 |
| Granzyme B | Gzmb | | NM_138517 | -1.0 | -1.0 | 1.1 | 1.1 |
| Granzyme C | Gzmc | | NM_134332 | 1.1 | 1.0 | 1.3 | -1.1 |

a Fold Change infected vs non-infected rats fed a cellulose diet at day 2 p.i (obtained from the dietary infection study). Genes not detected in this independent study are indicated by ND.

# Supplementary material for: Salmonella induces prominent gene expression in the rat colon
**Source:** BMC Microbiol. 2007 Sep 12;7:84. doi: 10.1186/1471-2180-7-84
**Supplement:** Additional file 3 — Dietary modulated genes. Processes regulated in colon by Salmonella at day 2 in cellulose fed and FOS fed rats.

Additional file 3

Processes regulated in colon by *Salmonella* at day 2 in cellulose fed and FOS fed rats.

a Values in bold exceed cut-off value FC>2 or FC<-2.

# Supplementary material for: Salmonella induces prominent gene expression in the rat colon
**Source:** BMC Microbiol. 2007 Sep 12;7:84. doi: 10.1186/1471-2180-7-84
**Supplement:** Additional file 5 — Primer sequences. Sequences of the primers used for Q-PCR analysis.

Additional file 5

Sequences of the primers used for Q-PCR analysis

| **Gene symbol** | **Sequence ID** | **Forward primer (5'  3')** | **Reverse primer (5'  3')** | **product length** |
| --- | --- | --- | --- | --- |
| *Actin * | NM_031144 | CTTTCTACAATGAGCTGCGTGTG | GTCAGGATCTTCATGAGGTAGTCTGTC | 315 |
| *Arf1* | NM_022518 | CTCCGAGATGCCGTTCTCTTG | GGTAGCCTGAATGTACCAGTTCC | 128 |
| *Clca6* | NM_201419 | GATGGGGAAAAGATCAGTCTAACATGG | GTTTCTGGTTTAAAGGCAAAGGTTTCC | 200 |
| *Gbp2* | XM_225909 | GACCTCAAGCCTAGAGCACAC | GACTTCAAGCAAATAAAGCCACAG | 106 |
| *Gpx2* | NM_183403 | GCCTAGTGGTTCTCGGCTTCC | AGGGTAGGGCAGCTTGTCTTTC | 200 |
| *Ifi47* | NM_172019 | GTGCGGTTGGTGGTGGTTG | CCGAGTCTGTTGCTCACTGC | 83 |
| *Il1b* | NM_031512 | AAGGGGTTGAATCTATACCTGTCCTG | TGCTCTGCTTGAGAGGTGCTG | 200 |
| *Pap* | NM_053289 | CTGCCAGAAGAGACCTGAAGGAC | CACCTCCATTGGGTTCTCCACC | 154 |
| *Pla2g2a* | NM_031598 | CAAAGTTTCTGACCTACAAGTTCTCCTAC | CTTTCAGCAACTGGGCGTCTTC | 200 |
| *Rps29* | NM_012876 | CCGACAGTGCTTCCGTCAG | GACAGTTGGTTTCATTGGGTAGAC | 102 |
| *Stat1* | NM_032612 | GTTCGCCACCATCCGCTTC | TCTTCCTCTCCTCCTTCAGACAG | 200 |
| *Tgm2* | NM_019386 | CACTTTCTGATTCCCTGTATGACTGTG | ACCCTTGACCGACTTCAGCTTG | 200 |

How the deposited data were processed for this re-analysis (not part of the article)

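Colonic mucosa of rats infected with Salmonella and of non-infected rats was profiled at days 1, 3 and 6. RNA of 8 rats was combined into 1 pool per group, which gives 3 infected and 3 non-infected pools. Each pool was labeled with Cy5 on 2 arrays, apart from the non-infected day 6 pool with 1 array analysed here, and each array also carried the Cy3-labeled reference of all colonic RNA. All 11 arrays have the same dye orientation.

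The authors scanned the arrays with Feature Extraction 8.1 and deposited, for each spot and channel, the median intensity of the spot and of its local background on a linear scale, without subtraction or scaling. The same deposited files hold processed intensities, which the scanner software background subtracted and dye normalized, and the log10 ratio of the processed Cy5 and Cy3 signals. A further table of the authors holds Cy5 intensities normalized against the reference, on a linear scale, with a median of 324.1 in every column and 32783 values per array. Whether background was subtracted for that table and the formula of the normalization are not given in the paper's text or its supplementary files. The deposited flags for saturated spots, spots well above background and outlier spots were used as they are, and outlier spots were left out.

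From the median signals, background was corrected with normexp and an offset of 50 over all spots, and log2 ratios of Cy5 to Cy3 were normalized by loess within each array, with control and outlier spots at weight 0. Control spots were then left out, spots of a probe were averaged, and duplicate arrays of a pool were averaged on the log2 scale, since they share the RNA. As in the methods of the study, spots were kept if the mean Cy5 signal over all arrays was at least 2 times the mean Cy5 background, and probes past 2-fold against the mean of the non-infected day 1 and day 6 pools were counted. The main settings, the tests set beforehand and the rule for named genes were fixed before the data were examined. Further tests were chosen later and are named as such where their values are given.

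Each infected pool was compared with the control pools by limma with Benjamini-Hochberg adjustment, on the means of 5 pools with 1 residual degree of freedom and a prior estimated over all probes. A second limma fit compared 3 infected with 3 non-infected pools. The interferon list was tested with fry and camera in that second fit. Every list median was placed among 10000 random lists of the same size, drawn from the 400 probes nearest in mean signal. R 4.3.3 with limma 3.58.1 and statmod 1.5.0 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

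The number of pools limits the precision, and no spread between rats can be had from pools. The limma steps were tested on simulated data with 200 of 32459 probes changed 4-fold. With spreads drawn from the fitted distribution, 99.5% of these were called in the fit of 3 against 3 pools, with 6.57% of the calls false. For 1 infected pool against 2 control pools, with each probe's own fitted spread, 100% were called and 16.3% of the calls were false. The step for gene lists gave a median of 1.05 for 20 genes shifted by 1 on the log2 scale, at percentile 100.0, and a median of 0.05 at percentile 72.5 for unshifted genes.

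Genes were matched to probes by the sequence ID of the paper's tables. Of the 42 genes of Table 2, 39 were matched by sequence ID and 3 by the gene number in it. Of 354 entries of Additional File 1, 340 were matched by sequence ID, 3 by gene number, 1 by symbol and 10 not at all, and of 29 entries of Additional File 2, 24 were matched by sequence ID, 1 by gene number, 2 by symbol and 2 not at all. Gene names are those of the array files. The reference table used for current symbols holds the sequence ID of 8031 of 41012 probes (19.6%). The genes named in the text are all genes of Table 2, the genes that the paper's text and Additional File 2 name for this experiment, the clock genes, and for each day the 5 probes with the largest rise and the 5 with the largest fall that were past 2-fold on both duplicate arrays. Values in the paper's tables had been seen when this rule was set. A gene with several probes is given by its brightest probe. Toll like receptor, Nfkb and chemokine probes are those of the genes named in the discussion and of the same families. The fold changes set beside those found here are those of Additional File 1 where it lists a gene of Table 2, and otherwise those of Table 2, except S100a9 at day 6, which was left out. Lists of mast cell, B and plasma cell, T cell, macrophage, neutrophil, fibroblast, smooth muscle, adipocyte, erythrocyte, enterocyte, clock and detoxification genes were written before the data were examined, the clock, adipocyte and erythrocyte lists after such genes had been noticed in Additional File 1.

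The alternatives tried were no background subtraction, normexp with an offset of 0, the processed signals of the scanner software, median centring in place of loess, Aquantile between arrays, the Cy5 channel alone with quantile normalization, no filter and a stricter filter on dim probes, the authors' normalized values, other control pools, 1 probe per sequence ID, a 1.5-fold threshold, the duplicate number or the section day as a block, single arrays with the pool as a random block, the methods' t-test on pool means, and leaving out each array or pool in turn. The authors' values averaged on the linear scale, and ratios with the common movement of duplicate arrays removed, were added after seeing the data. For this, the pattern was the median difference between duplicates of those of the 100 probes highest on the first component that rose with it, and each probe was given a slope on it. From each array the slope times the median level of these probes on that array, relative to the controls, was subtracted. That level holds any effect of infection on these probes, which the removal takes away as well. The group of probes that move together was defined by a correlation above 0.95 with the pattern and a slope above 0.5. The dietary study, the quantitative PCR, the serum and urine measurements and the organ cultures are not analysed here.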

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

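The tests of the duplicate arrays by group membership, of the Cy3 signal, of other probes of the same sequence, of infection and fat tissue in the non-infected day 3 pool, of smooth muscle genes and of leukocyte genes were chosen only after the results were seen. The tests of signal, slide position, clock phase, fat genes and blood genes were set before the data were examined.

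The differences between duplicate arrays of the same RNA pool, which the study averaged, were not random. A single pattern held 69.7% of the variance of these differences over 5 pools. Between the arrays of the infected day 6 pool 329 probes differed more than 2-fold, all higher on the first array, and the largest number in another pool was 21. The pattern was carried by 621 of 32066 probes (1.94%), while 2 probes moved the opposite way. Additional File 1 lists 50 genes with fold changes between 2.0 and 2.2 at day 1, near 1.6 at day 3 and none at day 6, and all 49 of their probes are in this group. Their median log2 value was 0.74 and 1.32 on the infected day 1 arrays, 0.97 and -0.37 on the infected day 6 arrays, and 0.28 and 0.95 on the non-infected day 3 arrays. Of the 64 probes higher at day 1 with values on all these arrays, 41 are in the group, of 46 at day 3 there are 19, and of 229 at day 6 there are 0.

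Dim probes are argued against as the source of this pattern, since the median Cy5 signal of the 49 probes was 9888 against 394 for the other called probes. A region of the slide is argued against by the mean distance of the probes, which lay at percentile 59.5 of random sets. Spot printing is argued against by the Cy3 signal of the same spots, whose SD over arrays was 0.152 against 0.565 for Cy5, as the whole source. The Cy3 SD of all probes was 0.0907 and their Cy5 SD 0.166, so that Cy3 also varied more on these spots and a smaller part stays open. A change in the amount of the transcripts is argued against by other probes of the same sequence ID, of which 6 of 70 are in the group, though these partners were dimmer (median Cy5 312). A difference that arises when an RNA pool is reverse transcribed, labeled or hybridized may explain the pattern, as 49 of 49 probes were found from duplicate differences alone, in which infection plays no part. An added effect of infection stays open, because both infected day 1 arrays lie above both non-infected day 1 arrays for these probes, although the second non-infected day 3 array lies above the first infected day 1 array. With the pattern removed, the median fold change of the 49 probes at day 1 went from 2.03 to 1.29, but the removal also takes away any effect of infection on these probes, so that this drop does not tell the explanations apart.

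Clock genes, which the study does not discuss, had a median log2 fold change of 0.20 at day 1, against at most 0.03 in a non-infected pool, with 9 of 14 genes higher and 5 lower, and 5 of the 14 are in Additional File 1. Between the infected and the non-infected day 1 pool Dbp, Nr1d1, Per2, Per3 and Tef were higher and Arntl, Clock and Nfil3 lower, and the medians of these groups differed by 1.90 on the log2 scale. At day 3 and day 6 the difference was 0.85 and 0.67, and between non-infected pools it ran from -0.143 to 0.098. Tef is in the group of probes that moved between duplicate arrays. Against the controls Dbp was changed 3.44-fold and Arntl -2.56-fold at day 1. A different time of section of infected and non-infected rats may explain this, and an effect of infection on the clock itself was not tested and stays open.

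Against the mean of the 2 control pools, haemoglobin genes rose most at day 1. The erythrocyte list of 5 genes had a median of 1.27 at day 1, 0.47 at day 3 and 0.54 at day 6. All 5 genes were higher at each day, and 4 of the 5 genes are in Additional File 1. Slc4a1, 1 of the 5, is in the group of probes that moved between duplicate arrays. Without the first infected day 6 array its log2 fold change at day 6 went from 0.29 to -0.51. The list median was 0.35 in the non-infected day 1 pool, 0.10 in the non-infected day 3 pool and -0.35 in the non-infected day 6 pool. The larger rise at day 1 than at day 6 therefore depends on averaging the 2 control pools. All 3 haemoglobin probes rose on both duplicate arrays, by at least 1.23 on the log2 scale at day 1, whereas Alas2 rose by 0.29. More blood in the scrapings may explain this, and bleeding caused by the infection is not told apart from sampling by these values.

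Adipocyte genes had a median of 0.73 at day 6, after 0.44 at day 1 and 0.51 at day 3, and 3 of the 8 genes are in Additional File 1. Infection as the whole cause is argued against by the non-infected day 3 pool, where the median was 0.55. Acdc, Fabp4, Adn, Lpl and Ca3 all rose in every infected pool, by at least 0.26, and fat tissue in the scrapings may explain this. Against the non-infected pool of the same day the median was 0.57 at day 1, 0.00 at day 3 and 0.60 at day 6, so that an added effect of infection stays open at days 1 and 6.

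Fibroblast genes had a median of 1.06 at day 6 and -0.24 at day 3, against at most 0.16 in size in a non-infected pool, and 5 of the 9 genes are in Additional File 1. The muscle layer of the colon wall is argued against as the whole source at day 6 by the 6 smooth muscle genes. Their median was 0.16 and their highest value 0.43, below the fibroblast median of 1.06. They went both ways (3 higher and 3 lower, from 0.909-fold to 1.35-fold), so that a smaller part stays open. The low value at day 3 was shared by the non-infected day 3 pool for Col3a1 (-0.63), Dcn (-0.76) and Vim (-0.46), genes chosen after their values were seen, and the median turned to 0.09 against that pool. More connective tissue or a response of fibroblasts to infection stay open at day 6.

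At day 6 the median of 8 T cell genes was 0.49 (at most 0.07 in a non-infected pool) and that of 6 macrophage genes 0.58 (at most 0.12), with 1 and 2 of them in Additional File 1. The macrophage genes moved apart, from 0.862-fold to 5.35-fold for Lyz. More leukocytes and a response of resident cells cannot be told apart, since the genes of each list moved by different factors.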

How the results depend on the processing

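The removal of the duplicate pattern and the averaging of the authors' values on the linear scale were chosen only after the results were seen, and all other settings before the data were examined. Of 368 counts and shares under the alternatives 273 stayed and 95 moved, where a count moves past 1.5 times and a share out of its interval. Of 2268 list medians 1998 stayed and 270 moved by more than the spread between the control pools, and of 7929 fold changes of named genes 6492 stayed, 1433 moved by more than the gene's SD in limma and 4 changed direction among those that limma called. Part of the fold changes that stayed could not move. Aquantile, no filter or a stricter filter, and leaving out a non-infected day 3 array moved none of them. Leaving out an infected array could move those of its own day only. Called or not, 261 of the 7929 had the opposite sign, for 73 of 294 values. The cause was not tested unless stated.

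The 4 changes of direction of called values came from the non-infected pool of the same day as control at day 3, where the log2 fold change went from -0.42 to 0.44 for Tff3, from a decrease of at least 1.31-fold to 0.26 for Clca3, which is saturated in the controls, from -1.59 to 0.36 for Retnla and from -1.58 to 0.29 for Retnlb. With that control 110 probes were changed at day 1 and 23 at day 3, of which 0% were lower, and the interferon medians were 0.21 and 0.67. The non-infected day 1 pool alone gave 110 probes at day 1 and interferon medians of 0.21 and 0.46 at days 1 and 3, and the non-infected day 6 pool alone gave 36 probes at day 1, 25.0% lower. All 3 non-infected pools gave 29 probes at day 1, with 17.2% lower at day 1 and 5.26% at day 3, and limma called 5, 6 and 516 probes.

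With an offset of 0, 103 probes were changed at day 3, 426 at day 6 and 540 on any day, 15.8% and 31.1% were lower at days 1 and 3, the interferon medians were 0.69 and 1.74 at days 3 and 6, and limma called 1, 3 and 682 probes, and 0 between 3 and 3 pools (1558 at an unadjusted p under 0.05). The processed signals of the scanner software gave 147 changed probes at day 3, 485 at day 6 and 647 on any day, shares lower of 17.1%, 39.5% and 6.60% at days 1, 3 and 6, interferon medians of 0.73 and 1.74 at days 3 and 6, and limma called 0 (3333 unadjusted), 1 and 393 probes, and 0 between 3 and 3 pools (1561 unadjusted). They put 77 probes 2-fold apart between the control pools and 76 between the non-infected day 3 pool and the controls. Without background subtraction the interferon median was 1.31 at day 6 and limma called 2 probes between 3 and 3 pools. Dim probes are compressed by an offset, so that signal over background limits their fold changes, as for Ifit2 and Pap.

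Median centring gave 37.5% lower at day 3 and 6.49% at day 6, 32 probes apart for the non-infected day 3 pool, and 0 calls between 3 and 3 pools (1335 unadjusted). Its limma calls were 875 higher and 1819 lower at day 3 and 1081 and 1135 at day 6, against 1768 and 649, and 1394 and 681, with loess. The authors' normalized values gave 1366 and 840 at day 3. The Cy5 channel alone gave 31 and 183 changed probes at days 1 and 3, 25.8% and 9.29% lower, an interferon median of 0.43 at day 3, 45 probes apart for the non-infected day 3 pool, and limma called 3, 730 and 545 probes, and 0 between 3 and 3 pools (1318 unadjusted). The authors' normalized values, averaged on either scale, gave 34 probes apart for the non-infected day 3 pool and 0 calls between 3 and 3 pools (1482 and 1558 unadjusted). The median of all probes at day 3 was 0.01 with loess and -0.05 with median centring.

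The 1.5-fold threshold gave 336, 584, 778 and 1351 probes, 17.4% lower at day 6. No filter on dim probes gave 0 calls between 3 and 3 pools (1938 unadjusted, with more probes tested). With the duplicate pattern removed, 30 probes were changed at day 1, and limma called 351 and 1299 probes at days 1 and 3 and 4 between 3 and 3 pools. The methods' t-test on pool means called 0 after adjustment (1719 unadjusted). Single arrays with the pool as a random block gave 77 calls, where arrays of a pool share RNA.

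The duplicate numbers share only a number, since the correlations of the deviations of same-numbered arrays ran from -0.704 to 0.568 over 10 pairs. As a replicate block in a fit over single arrays, the number gave 331 and 1539 calls at days 1 and 3, and 42 with the pool as a random block. Section day as a block gave 2 calls between 3 and 3 pools.

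Without the first infected day 6 array, 16 values of named genes changed sign, all at day 6. Among them are Cacna1i (0.39 to -0.27), Slc4a1 (0.29 to -0.51), Fcgr3 (0.37 to -0.28), Igsf4d (0.34 to -0.33), Ilf1 (0.35 to -0.39), Csf2 (0.26 to -0.27) and Ifna (0.18 to -0.23), all from the group of probes that differ between duplicate arrays.

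With single arrays or pools left out, changed probes ranged from 28 to 172 at day 1, 52 to 95 at day 3, 241 to 350 at day 6 and 293 to 432 on any day. Without the first infected day 1 array there were 172, without the second 28, without the second non-infected day 1 array 29 and without the non-infected day 6 array 110. Shares lower ranged from 3.49% to 17.9%, 11.6% to 22.7% and 1.92% to 6.25%. limma called 308 to 1793 probes at day 1, 1161 to 3646 at day 3, 1060 to 4670 at day 6 and 0 to 3 between 3 and 3 pools. The lowest counts at days 1 and 6 came without the first non-infected day 1 array and at day 3 without the second (1215 without the first), and the highest without the first infected array at days 1 and 3 and the second at day 6 (4503 without the first). Probes apart ranged from 14 to 16 between the control pools and from 18 to 148 for the non-infected day 3 pool (148 without its first array). Mast cell protease probes below both controls were 17 to 18, and the interferon medians 0.21 to 0.31, 0.46 to 0.58 and 1.39 to 1.47.

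Slide and scan date as a block were not run, because every array is on a slide of its own. limma fits of a day with a lone control pool were not run, as they leave no residual degrees of freedom. Aquantile after loess left every log2 ratio as it was by construction.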

Differences from the paper's values

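Of 96 fold changes given for the genes of Table 2, 95 were within 1.5-fold of the values found here and 96 had the same direction. The value of S100a9 at day 6 was left out of this comparison. The paper gives Ifit2 a fold change of 3.4 at day 6, where 1.94 was found here. The probe used here carries another sequence ID than the paper lists and was matched by gene number. A different probe is therefore not excluded as the cause. Of the 24 alternatives set before the data were examined, normexp with an offset of 0 gave 3.42 and the processed signals of the scanner software gave 4.24, which do not differ from the paper's value by the rule used. The other alternatives did, among them the authors' normalized values of the same probe.

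In Additional File 2, without the saturated genes Actb and Clca3, all 75 fold changes were within 1.5-fold, and 58 had the same sign. The paper's value for H3f3b at day 3 is -1.1, and 1.00 was found here. Of 25 alternatives set before the data were examined, 8 gave a negative value: normexp with an offset of 0 (-1.01), median centring (-1.10), the Cy5 channel alone (-1.01), the authors' normalized values (-1.06), the non-infected day 1 pool alone (-1.01), and leaving out the second infected day 3 array (-1.03), the second non-infected day 1 array or the non-infected day 6 array (-1.01 each). The others did not. Both settings chosen after seeing the values, the authors' values averaged on the linear scale and the removal of the duplicate pattern, also gave a negative value.

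The paper's value for Sdha at day 3 is -1.1, and 1.02 was found here. Of 25 alternatives set before the data were examined, 8 gave a negative value: median centring (-1.10), the Cy5 channel alone (-1.09), the authors' normalized values (-1.05), all 3 non-infected pools (-1.01), the non-infected day 3 pool (-1.06), the non-infected day 1 pool alone (-1.03), and leaving out the second infected day 3 array (-1.01) or the non-infected day 6 array (-1.03). The others did not. The authors' values averaged on the linear scale, chosen after seeing the values, also gave a negative value.

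The paper counts 7 transport genes past 2-fold at day 1, and 4 of the 7 transport genes of Table 2 were past 2-fold here. Table 2 itself gives 6 of them a fold change of 2.0 or more at day 1 and none for Tap1, so that the paper's 7 is not a count over its values. Of 25 alternatives set before the data were examined, 6 gave 5 genes, which is within 1.5-fold of the paper's number: the processed signals of the scanner software, the non-infected pool of the same day, the non-infected day 1 pool alone, and leaving out the first infected day 1 array, the first non-infected day 1 array or the non-infected day 6 array. The others stayed further away.

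The paper states that Toll like receptors were not regulated. Of 6 such genes with a probe above background Tlr2 was increased 2.30-fold at day 6 here and is itself listed in Table 2, whereas Tlr3, Tlr4, Tlr5, Tlr6 and Tlr9 stayed between -1.22-fold and 1.20-fold at all days.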

Other observations

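The tests of a shared state on section day 3, of an error in the non-infected day 3 pool, of the likeness of the control pools and of other splits of the pools were chosen only after the results were seen. The test of other mast cell genes was set before the data were examined.

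The 10 probes lower at day 3 had a median log2 fold change of -1.15 against the controls. In the non-infected day 3 pool the same probes had a median of -1.27, and 7 of them were past 2-fold lower there. Between the infected and the non-infected day 3 pool their median difference was 0.20, with 6 of 10 higher in the infected pool. The 3 exceptions were Fabp1 (-1.10 in the infected and -0.20 in the non-infected pool), Rmt7 (-0.86 in the non-infected pool) and the transcript ENSRNOT00000024093 (-0.65). A state of the colon on section day 3 that infected and non-infected rats share may explain most of these decreases. Of the 47 probes higher at day 3, 33 were past 2-fold against all 3 non-infected pools and 15 against the non-infected day 3 pool, while of those higher at day 6, 224 were past 2-fold against all 3 non-infected pools and 217 against the non-infected day 6 pool.

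An error that touches only the non-infected day 3 pool is argued against as the source of its low mast cell proteases, since their median in the infected day 3 pool was -0.82. A loss of all mast cells alike is argued against as the whole cause of the low proteases in the non-infected day 3 pool. Ms4a2, Fcer1a, Kit and Hdc, mast cell genes that are not proteases, had a median of -0.078 there. They went both ways (0.04, -0.30, -0.20 and 0.14), and none came near the protease median of -0.94. The probe of Fcer1a was dim (mean Cy5 115.5), and a smaller loss of mast cells stays open. A loss limited to the mast cells that express the low proteases also stays open, since the other genes need not follow it. The tryptase Tpsab1, chosen after its values were seen, was at 0.09 there, against the low proteases. The mast cell list of 12 genes had a median of -0.25 in that pool, and of -0.06, -0.12 and -0.13 in the infected pools at days 1, 3 and 6.

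The calls of limma at each day rest on control pools that differ from each other less than from the third non-infected pool, with an SD of 0.133 against 0.207 over probes. The spread in these fits may therefore be too small, and with all 3 non-infected pools the calls at day 6 went from 2075 to 516. Between 3 infected and 3 non-infected pools limma called 1 probe, of the gene LOC304267 (adjusted p = 0.0454), and 1616 probes had an unadjusted p under 0.05. Of the 10 splits of the 6 pools only the real one gave a call, but 3 others gave more probes at an unadjusted p under 0.05. These 3 (5281, 2089 and 3004 probes) put both day 3 pools on the same side, so that section day adds to their numbers. The splits with 1 pool of each day per side gave 211, 354 and 474 probes, against 1616 for the real one. Chance cannot be excluded with 10 splits, whose smallest share is 0.1.

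Of the other lists, 2 B and plasma cell genes had medians of 0.12, -0.28 and 0.60 at days 1, 3 and 6. Neutrophil genes had medians of 0.06, 0.14 and 0.00, and at day 6 these 8 genes went both ways, 4 higher and 4 lower, with 2 past 2-fold higher (up to 3.09-fold). Enterocyte genes of the list written beforehand had 0.14, 0.14 and 0.08, and smooth muscle genes 0.09 and -0.02 at days 1 and 3. T cell genes had 0.02 and -0.08, macrophage genes 0.07 and 0.03 at the same days, and clock genes 0.08 and 0.13 at days 3 and 6.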
